# Comparative mRNA and miRNA transcriptome analysis of a mouse model of IGFIR-driven lung cancer

**DOI:** 10.1371/journal.pone.0206948

**Published:** 2018-11-09

**Authors:** Robert A. Jones, Sarah E. Franks, Roger A. Moorehead

## Abstract

Mouse models of cancer play an important role in elucidating the molecular mechanisms that contribute to tumorigenesis. The extent to which these models resemble one another and their human counterparts at the molecular level is critical in understanding tumorigenesis. In this study, we carried out a comparative gene expression analysis to generate a detailed molecular portrait of a transgenic mouse model of IGFIR-driven lung cancer. IGFIR-driven tumors displayed a strong resemblance with established mouse models of lung adenocarcinoma, particularly EGFR-driven models highlighted by elevated levels of the EGFR ligands *Ereg* and *Areg*. Cross-species analysis revealed a shared increase in human lung adenocarcinoma markers including *Nkx2*.*1* and *Napsa* as well as alterations in a subset of genes with oncogenic and tumor suppressive properties such as *Aurka*, *Ret*, *Klf4* and *Lats2*. Integrated miRNA and mRNA analysis in IGFIR-driven tumors identified interaction pairs with roles in ErbB signaling while cross-species analysis revealed coordinated expression of a subset of conserved miRNAs and their targets including *miR-21-5p* (*Reck*, *Timp3* and *Tgfbr3)*. Overall, these findings support the use of SPC-IGFIR mice as a model of human lung adenocarcinoma and provide a comprehensive knowledge base to dissect the molecular pathogenesis of tumor initiation and progression.

## Introduction

Lung cancer is the leading cause of cancer-related deaths worldwide [1]. Non-small cell lung cancer (NSCLC) represents the major form of the disease accounting for up to 85% of cases and can be broadly categorized into adenocarcinoma (ADC), squamous cell carcinoma (SCC) and large cell carcinoma (LLC) histological subtypes [2,3]. ADC is the most frequently diagnosed form of NSCLC and is characterized by glandular differentiation, expression of thyroid transcription factor 1 (TTF1 also known as NK2 homeobox 1 or NKX2-1) and frequent mutations in *KRAS* or *EGFR* [2,3]. SCC accounts for approximately 40% of NSCLC cases and can be distinguished from ADC by expression of p63 and basal keratins while LLC is less prevalent and diagnosed when features of ADC or SCC are absent [2,3].

Mouse models have been widely employed to explore the biology of human malignancies including lung cancer [4]. Models that permit transformation of normal cells in situ, for example those that rely on chemical or genetic methods of tumor initiation, have been of particular value. Given the link between smoking and lung cancer risk, chemically induced mouse models of lung cancer have been developed through administration of tobacco-related carcinogens such as urethane and 4-(methylnitrosamino)-1-(3-pyridyl)-1-butanone (NNK)[5]. Resulting tumors harbor features of NSCLC with adenoma (AD) or ADC histopathology and frequently harbor activating *Kras* mutations. More precise manipulation of candidate oncogenes and tumor suppressors have been achieved with genetically engineered mouse models (GEMMs). For instance, promoters that drive transgene expression to specific cell lineages including surfactant protein-C (SPC) which directs expression to type II alveolar cells (AT2) and Club cell secretory protein (CCSP) which targets non-ciliated Club cells allow for spatial control of transgene expression [6]. In addition, temporal control can be achieved with the Cre-loxP and tetracycline (tet) inducible systems [6]. Together, these advances have allowed for the development of more complex and accurate models of the disease.

The vast majority of GEMMs developed to date resemble lung ADC [4]. Given the frequent occurrence of *KRAS* mutations in human lung ADC, those based on mutant versions of *Kras* have been widely studied [4,7]. In the Kras^LA2^ model, spontaneous recombination of a latent mutant Kras allele (G12D) leads to the formation of lung tumors with complete penetrance and features of AD/ADC [8]. To allow for better control over tumor latency and multiplicity, conditional models of *Kras*-mutant lung cancer incorporating Cre- and/or tet-inducible alleles have also been developed [9–11]. In addition to their use in exploring the molecular mechanisms of tumor initiation and progression [9,10,12,13], *Kras*-mutant models have been valuable in the pre-clinical setting and have led to the identification of modifiers of treatment response [14,15] and therapeutic strategies to specifically target *Kras*- mutant cancers [16].

A series of tet-inducible models of mutant EGFR-driven lung ADC have also been generated [17–19]. Overexpression of an EGFR tyrosine kinase domain mutant (L858R) that is sensitive to the EGFR TKI erlotinib led to the rapid development of tumors that phenotypically resembled the human disease [17]. In contrast, mice in which an erlotinib resistant mutant (T790M) is overexpressed either alone or in combination with L858R resulted in tumor formation after long latency. These mutant strains have been particularly valuable for identifying novel therapeutic targets to overcome EGFR TKI resistance [18,20].

In addition to Kras and Egfr, the pro-tumorigenic role of other molecular alterations found in human lung ADC have been established in mice including the Ras signaling mediator cRaf-1 [21] and the pro-inflammatory transcriptional activator Stat3 [22]. Furthermore, recent advances in our understanding of lung cell lineage genes as well as genomic profiling have led to the development of models that resemble other subtypes of NSCLC. These models include adenosquamous carcinomas driven by combined loss of Pten and Smad4 [23], mucinous adenocarcinomas resulting from overexpression of Kras on a Nkx2.1 haploinsufficient background [24] and SCC following loss of the key tumor suppressors Lkb1 and Pten [25].

Understanding the degree to which mouse models of lung cancer resemble the human disease is crucial for the accurate translation of findings between species. While the Kras^LA2^ GEMM and urethane-induced models have been shown to share a common gene expression profile with human lung ADC [26,27] whether models carrying oncogenic drivers other than *Kras* reflect the molecular changes found in human lung ADC remains unclear. We have previously described a doxycycline inducible mouse model of lung cancer, SPC-IGFIR, in which the human type-I insulin-like growth factor receptor (IGFIR) is overexpressed AT2 cells via the SPC promoter [28]. These mice develop nodular lesions that resemble AD and ADC with a latency of approximately 9 months of age. Given that hyper-activation of IGFIR has been observed in NSCLC patient specimens [29] and disruption of IGFIR signaling with monoclonal antibodies or small molecules inhibits tumor growth *in vivo* [30,31], a better understanding of the molecular features of this model is warranted. Here, we present an mRNA and miRNA comparative analysis of the SPC-IGFIR model with other established mouse models and human lung cancers.

## Materials and methods

### Mice

The generation of SPC-IGF1R transgenic mice on an FVB background has been previously described[28]. To induce transgene expression, mice were fed chow supplemented with 2g/kg doxycycline (Harlan/Envigo) beginning at 21 days of age. For tissue collection, mice were sacrificed by CO_2_ asphyxiation. Mice were maintained following the Canadian Council for Animal Care guidelines and ethical approval was provided by the Animal Care Committee at the University of Guelph.

### RNA-Seq, miRNA-Seq and data analysis

Total RNA was extracted using the miRVana miRNA Isolation Kit (ThermoFisher, USA). Sequencing was carried out using an Illumina Hiseq 2000 sequencer at the McGill University and Genome Quebec Innovation Centre. Libraries were prepared using the firststrand TruSeq RNA and TruSeq small RNA protocols. For RNA-Seq, reads were trimmed and adapters removed using Trimmomatic aligned to the GRCm38 reference genome with STAR [32] and quantified with FeatureCounts [33]. For miRNA-Seq, reads were trimmed with Cutadapt [34], aligned with Bowtie1.01[35] and quantified with miRDeep (v2.0.0.7). To estimate mRNA expression of the human IGF1R transgene versus endogenous murine Igf1r levels, a hybrid reference genome (GRCm38 plus GRCh38) was generated for read alignment and a modified GTF was utilized for annotation.

#### Clustering and heatmap visualization

For hierarchical clustering and/or heatmap generation of RNA-Seq data, raw counts were first normalized for library size using the *estimateSizeFactors* function in the DESeq2 package[36]. The normalized counts were then log2 (plus 1 pseudo-count) transformed, gene-wise median centered and then clustered and visualized using the pheatmap package (v1.0.8) in R.

#### Differential gene expression analysis

For RNA-Seq datasets, differentially expressed genes were identified with DESeq2 (version 1.10.1)[36]. Raw count data for ADC, SCC and corresponding normal tissues from the LUAD and LUSC TCGA datasets was downloaded from GEO (GSE62944). Identification of differentially expressed genes from mouse model microarray datasets was carried out using the GEO2R tool for GEO datasets or limma [37] for datasets from EMBL-EBI Array Express (E-MEXP-1137) and the Lkb1/Pten model (kindly provided by Dr. Paul Hammerman). For miRNA analysis of the LSL-Kras^G12D^ model, p-values and isomiR (5p/3p-arm level) expression were not reported in the original publication[38]. Therefore, raw FASTQ files were downloaded from SRA (SRP017615), and processed and analyzed as above. Chromosome locations of miRNAs were extracted from the mmu.gff file provided by miRBase v21.

#### Gene set enrichment analysis (GSEA) and gene annotation enrichment

GSEA was carried out using the pre-ranked tool[39] as recommended for RNA-Seq data (https://software.broadinstitute.org/cancer/software/gsea/wiki/index.php/FAQ). Genes were ranked using the signed log10 transformed p-value. The following parameters were used: number of permutations = 1000, enrichment statistic = weighted, max gene set size = 500, min gene set size = 8. Gene-sets with an FDR value < 0.001 were considered significant. Gene-sets were obtained from http://baderlab.org/GeneSets and the MSigDB (v5.0). GO and KEGG enrichment analysis of gene lists were carried out using DAVID 6.8 [40]. Cytoscape and Enrichment Map[41] were used for visualization.

### qPCR

qPCR was carried out as previously described [42]. Primers were obtained from Bio-Rad (CA, USA) and relative quantification of gene expression was determined using the ΔΔCq method with *Hprt* and *Ywhaz* reference genes.

### Primary lung tumor cell isolation and magnetic activated cell sorting

Primary tumor tissue from SPC-IGF1R mice was dissected, minced and placed in 4 ml of 1mg/ml collagenase/dispase solution (Sigma-Aldrich) in RPMI-1640 (GIBCO) with shaking at 220rpm for 1.5hrs at 37°C. The digestion solution was replaced with fresh enzymes after 45 minutes. Digested tissue was then centrifuged for 5 min at 350xg, treated with 2U/ul of Dnase I (Sigma-Aldrich) and passed through a 40μM strainer. Contaminating red blood cells were then removed with RBC lysing buffer (Sigma-Aldrich) and cells were resuspended in HBSS supplemented with 2%FBS (GIBCO). Separation of epithelial and non-epithelial cells (CD45, CD31, Tert119 and BP-1) was carried out using the EasySep Mouse Epithelial Enrichment Kit (1:10 epithelial enrichment cocktail, 1:20 biotin selection cocktail and 1:10 magnetic particles) and EasySep Magnet (STEMCELL Technologies). To further enrich for tumor cells, a biotinylated anti-human IGF1R antibody (1:10, clone REA271, Miltenyi Biotech) was added to the epithelial enriched fraction for 30 min on ice followed by positive selection and separation as above.

### Statistics

Statistical analysis and visualization was performed using R-3.4.2 and Prism 5 (Graphpad, La Jolla, CA) unless otherwise stated. ANOVA followed by post-hoc Tukey test was used to compare means from multiple groups while unpaired or paired student’s t-test was used for the comparison of two means. Error is represented by standard error of the mean (s.e.m). Statistical significance is noted as p < 0.05.

## Results

### Gene expression profiling of murine IGFIR-driven lung tumors

To characterize IGFIR-driven lung tumorigenesis at the gene expression level, RNA-Seq was carried out on tumors from SPC-IGFIR transgenic mice and normal lung tissue obtained from non-transgenic animals (Fig 1A). 

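RNA-Seq libraries came from tumors of 4 SPC-IGFIR mice (IGFIR464, IGFIR466, IGFIR534 and IGFIR538) and from the lungs of 4 non-transgenic mice (WT214, WT217, WT239 and WT255), with a single library per mouse. In SPC-IGFIR mice the surfactant protein C promoter drives a human IGFIR transgene in alveolar type 2 (AT2) cells while the animals receive doxycycline, which was given here at 2 g per kg of chow from 21 days of age. The authors extracted total RNA with the miRVana kit, prepared TruSeq RNA libraries, sequenced them on a HiSeq 2000, trimmed the reads with Trimmomatic, aligned them to GRCm38 with STAR and deposited the FeatureCounts read counts per Ensembl gene without normalization. Between 28396880 and 34714867 reads per tumor (median 33434550) and between 23092932 and 35987060 reads per normal lung (median 28518956) were counted on genes. At least 1 read was counted on 18891 to 19322 genes in tumors and on 19186 to 20231 genes in normal lungs. The 10 most abundant genes took 5.44% to 9.87% of the counts in tumors and 10.1% to 12.5% in normal lungs, where Scgb1a1 alone took 3.75% to 4.08%. Counts were scaled by edgeR's TMM method, with factors of 0.915 to 1.12 in tumors and 0.877 to 1.02 in normal lungs, and are given as CPM, counts divided by the TMM-scaled library size and multiplied by 1e6. A floor of 3 counts corresponds to 0.0775 to 0.116 CPM in tumors and 0.0862 to 0.148 CPM in normal lungs. Genes were kept by edgeR's filterByExpr function with a minimum count of 10, which left 15750 genes, and tumors were compared with normal lungs by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. A gene was called differentially expressed at an adjusted p under 0.01 and an absolute log2 fold change of at least 1, the limits seen in the part of the S1 Table read here. Gene positions are those of GENCODE M21 on GRCm38.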

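Euclidean distances between the 8 mRNA libraries were computed on log2 size-factor normalized counts with a pseudocount of 1, centered on the median of each of the 23256 genes with a count. A tumor and a normal lung lay 209 to 276 apart over 16 pairs. Distances within a group were shorter, at most 142 between tumors (mean 127, 6 pairs) and from 116 to 169 between normal lungs (mean 142, 6 pairs). The mean distance between groups was 1.78 times the mean distance within groups, which none of the other splits of the 8 mice into 4 and 4 reached (exact permutation test over 35 splits, 1-sided, p = 0.029, the smallest p that these splits allow). Leaving out each mouse in turn gave ratios of 1.70 to 1.84. The largest shift came from 1 minus Spearman's correlation as the distance, with a ratio of 2.96. Average-linkage and complete-linkage trees both placed the 4 tumors in 1 branch and the 4 normal lungs in the other under every distance tried.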

As expected, unsupervised hierarchical clustering of the normalized reads revealed two distinct groups separating the tumor and normal samples (Fig 1B). 

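Of the 15750 genes tested, 1385 were higher and 2892 were lower in tumors, 4277 in all, so that 67.6% of the genes past both thresholds were lower. Without regard to size or adjustment, 8809 genes had an unadjusted p under 0.05. In 7181 genes (45.6%) all 4 tumors lay on the same side of all 4 normal lungs, where chance gives 2.86%, and 4246 of the 4277 were among these. With each mouse left out in turn, 1216 to 1557 genes were higher and 2535 to 2954 were lower, and 3332 genes passed in all 8 of these fits. The alternative that moved the counts most was edgeR's test against a 2-fold change, which left 564 higher and 1743 lower genes. Scaling by library size alone shifted the median log2 fold change of all genes from -0.05 to 0.08 and gave 1714 higher and 2752 lower genes, of which 61.6% of the total were lower. The part of the paper's S1 Table read here lists 1999 genes, of which 1935 were tested. All 1935 changed in the direction of the table, 1625 of them past both thresholds, and the log2 fold changes differed from the table's by -0.012 on average (SD 0.18).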

Differential gene expression analysis identified 4991 genes with altered expression of which a greater proportion were down-regulated (Fig 1C and Fig 1D and S1 Table). Top up-regulated genes included the IGFIR/IR adaptor *Grb14*, the serine-threonine kinase *Stk39* and the EGFR ligands *Ereg* and *Areg* while the most significantly down-regulated genes included those expressed in normal lung cell populations including *Rspo4*, *Myl3* and *Reg3g*. 

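Grb14 (ENSMUSG00000026888) lies on chromosome 2 from 64912476 to 65024987 and was counted at 627 CPM on average in tumors (n = 4, 477 to 695 CPM) and 35.4 ± 1.31 CPM (SD, n = 4) in normal lungs, a log2 fold change of 4.15 (standard error 0.18, adjusted p = 6.6e-06) from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, with 4.10 to 4.27 when each mouse was left out in turn. The tumor IGFIR538 had the lowest level of Grb14, 477 CPM against 655 to 695 CPM in the other tumors. Stk39 (ENSMUSG00000027030, chromosome 2 from 68210445 to 68472268) was counted at 74.7 ± 10.9 CPM (SD, n = 4) in tumors and 7.90 ± 0.590 CPM (SD, n = 4) in normal lungs, with a log2 fold change of 3.24 (standard error 0.16, adjusted p = 8.8e-06) from the same test. For Ereg (ENSMUSG00000029377, chromosome 5 from 91074622 to 91093646) the levels were 78.6 ± 52.3 CPM (SD, n = 4) in tumors and 0.300 ± 0.128 CPM (SD, n = 4) in normal lungs, resting on 678 to 5196 counts in tumors and 6 to 9 in normal lungs, and the log2 fold change was 8.09 (standard error 0.68, adjusted p = 3.0e-05). Areg (ENSMUSG00000029378, chromosome 5 from 91139599 to 91148432) had 181 CPM on average in tumors (n = 4, 73.6 to 282 CPM), 1.76 ± 1.16 CPM (SD, n = 4) in normal lungs and a log2 fold change of 6.66 (standard error 0.63, adjusted p = 4.3e-05). In each of these 4 genes every tumor was above every normal lung (exact permutation test, 2-sided, p = 0.029, the smallest p that 4 mice against 4 allow). Among higher genes ordered by p, Grb14 was at position 2 and Stk39 at position 4, with Tmem56 at position 1, Ggt5 at position 3 and Homer2 at position 5. Ereg and Areg were at positions 89 and 190. Rspo4, Myl3 and Reg3g had 0 to 1 counts in every tumor, so only a bound on their change can be given. Rspo4 (chromosome 2 from 151842927 to 151874668) had 100 to 136 counts in normal lungs and was at least 51.2-fold lower in tumors (adjusted p = 2.2e-05). Myl3 (chromosome 9 from 110741861 to 110769798) had 26 to 245 counts in normal lungs and was at least 49.6-fold lower (adjusted p = 3.8e-04), or at least 21.2-fold without WT239, the lung with the most counts. Reg3g (chromosome 6 from 78466269 to 78468872), with 19 to 236 counts in normal lungs, was at least 56.7-fold lower (adjusted p = 3.1e-04), or at least 32.4-fold without WT239. The lower genes with the smallest p were Synpo2 (-3.40), Nostrin (-2.83), Ackr4 (-5.71), Ankrd44 (-2.09) and Sh3bp5 (-2.53), given with their log2 fold changes. Nostrin in the tumor IGFIR464 stood apart from the other tumors, at 9.44 CPM against 7.17 to 7.49 CPM. Of the 29 genes named in Fig 1C, 19 were higher and 10 lower past both thresholds, with the same counts when p was adjusted over the list alone. The study chose these genes on the same samples, so the list is not independent evidence, and 12 of them had a group at or under 3 counts.

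**Figure D1:**
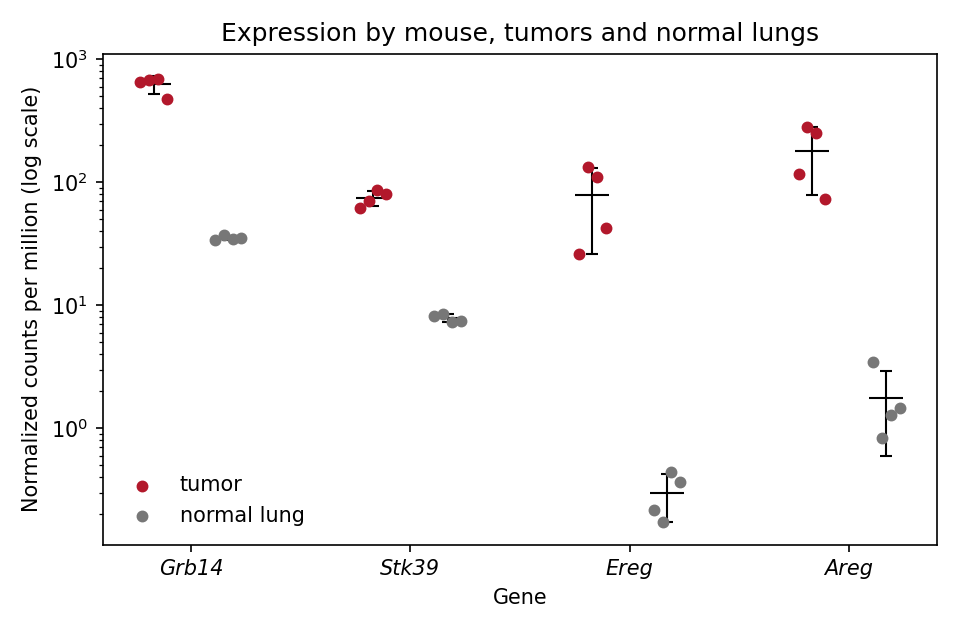
CPM of Grb14, Stk39, Ereg and Areg on a log axis, with a point per mouse for 4 tumors (red) and 4 normal lungs (grey) and the mean ± SD of each group. All tumors lie above all normal lungs in each gene, and Ereg and Areg vary more between tumors than Grb14 and Stk39.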

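In the deposited counts, which come from alignment to the mouse genome GRCm38, Igf1r (ENSMUSG00000005533, chromosome 7 from 67952827 to 68233668) was counted at 524 ± 69.3 CPM (SD, n = 4) in tumors and 38.8 ± 12.0 CPM (SD, n = 4) in normal lungs. These levels rest on 14188 to 21384 counts in tumors and 674 to 1944 in normal lungs. Its log2 fold change was 3.75 (standard error 0.25, adjusted p = 2.0e-05) from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, and leaving out each mouse in turn gave 3.62 to 3.98. Every tumor was above every normal lung (exact permutation test, 2-sided, p = 0.029). The counts do not record whether a read came from the mouse gene or from the human transgene. Counts from an alignment to both genomes together were not used here.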

As expected, sequence read alignment against a mouse-human hybrid reference genome confirmed high levels of the human *IGFIR* transgene but not endogenous murine *Igf1r* (Fig 1E).

**Fig 1:**
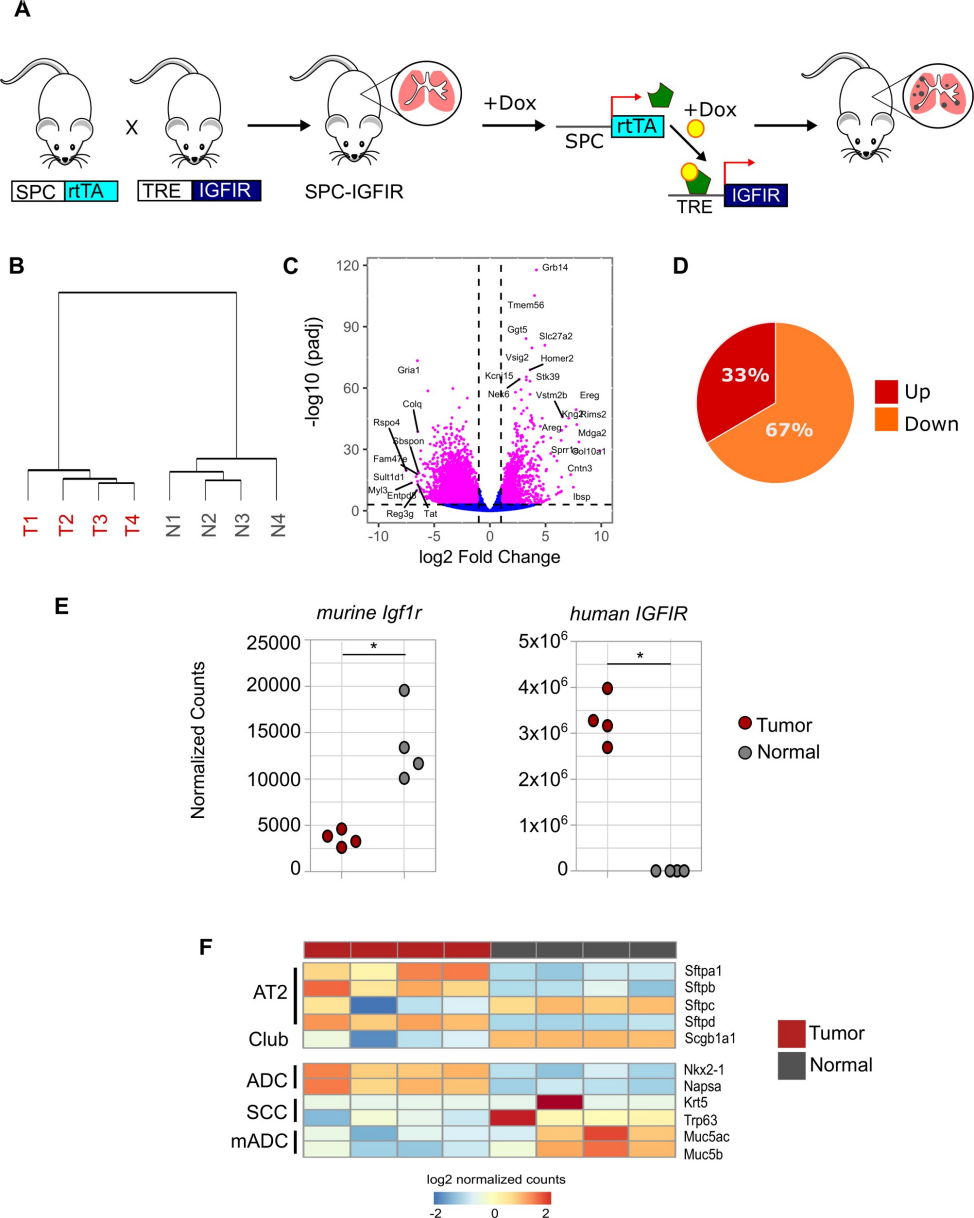
RNA-Seq analysis of SPC-IGFIR mice. **(A)** Schematic of doxycycline inducible expression of IGFIR in the mouse lung via the SPC promoter. **(B)** Unsupervised hierarchical clustering dendrogram of RNA-Seq data from tumor (T, red) and non-transgenic normal lung (N, grey) samples. **(C)** Volcano plot of log2 fold changes and differential expression p values between tumor and normal lung tissue. **(D)** Pie chart illustrating percentage of genes up and down-regulated in IGFIR-driven tumors. **(E)** Dot plots of endogenous murine *Igf1r* (padj = 5.71E-11) and human *IGFIR* transgene (padj = 5.65E-249) mRNA expression following mapping to a hybrid genome. **(F)** Heatmap showing differential expression of markers of AT2 and Club cells as well as subtypes of non-small cell lung cancer. ADC, adenocarcinoma, SCC, squamous cell carcinoma, mADC, mucinous adenocarcinoma. Adjusted p-values for **(C)** and **(E)** were obtained from DESeq2.

To identify biological pathways associated with these changes in gene expression, we carried out gene-set enrichment analysis (GSEA)[39]. 

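Short lists of genes for the processes compared here were tested with limma's camera, with a preset inter-gene correlation of 0.01 and Benjamini-Hochberg adjustment over 7 lists. All 20 cell division genes had a positive log2 fold change, with a median of 1.14 (camera, adjusted p = 3.9e-05) and a range from 0.38 in Bub1 to 1.61 in Ccnb1. Of these, 6 passed both single-gene thresholds, whether adjusted over all genes or adjusted over the list alone. Genes of DNA repair and replication had a median of 0.99 (adjusted p = 8.6e-06), and 21 of the 23 were higher, from -0.92 in Fanca to 2.22 in Exo1. In that list 8 genes passed both thresholds over all genes and 10 when adjusted over the list alone. The 26 translation initiation genes moved little, with a median of 0.26 (adjusted p = 0.0059), a range from -0.48 in Eif6 to 1.08 in Eif2b1, and 1 gene past both thresholds by either adjustment. Lysosomal genes had a median of 0.76 (adjusted p = 5.4e-06), with 22 of 24 higher and 8 past both thresholds by either adjustment, from -0.54 in Ctsl to 2.33 in Ctsh. The alternative that moved these calls most was camera with the correlation estimated for each list, under which 0 of the 7 lists passed an adjusted p of 0.05 and 1 had an unadjusted p under 0.05. Under limma's rotation test fry, 6 of the 7 passed, as they did under camera with the preset correlation, and leaving out each mouse in turn also left 6. Fry asks whether a list changed at all, while camera asks whether it changed more than other genes. With so many genes changed, the result of fry therefore does not offset that of camera with the estimated correlation.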

Using a large collection of gene-sets (~19,000) representing diverse pathways, tumors were enriched for processes related to cell division, cell cycle, DNA repair, translation initiation and lysosomal activity (S1 Fig). Conversely, repressed pathways were largely related to normal lung biology and included chemotaxis as well as muscle and lymphatics development.

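Genes of chemotaxis moved both ways, with 7 higher and 16 lower among the 23 tested and a median log2 fold change of -0.77. The list did not pass the threshold (camera, adjusted p = 0.35, with 0.29 to 0.67 under the alternatives and 0.070 under fry). Of its genes, 4 passed both single-gene thresholds as higher and 5 as lower, and the numbers were the same when adjusted over the list alone. Ccl5 fell most, with a log2 fold change of -4.49, and Ccr1 rose most, with 1.74. Genes of muscle development had a median of -3.88 (camera, adjusted p = 5.4e-06), with 17 of the 18 tested lower, 14 of them past both thresholds and 15 when adjusted over the list alone. Myh7 was the exception at 0.62, with tumors and normal lungs overlapping. The normal lungs differed among themselves in the summed level of 10 heart muscle markers, at 268 CPM in WT214, 1087 CPM in WT217, 2668 CPM in WT239 and 539.8 CPM in WT255, where tumors had 19.2 to 54.4 CPM. Lymphatic development genes had a median of -2.22 (camera, adjusted p = 5.4e-06), with 16 of the 17 tested lower and 13 past both thresholds by either adjustment, from -4.82 in Vegfd to 0.83 in Itga9.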

### Marker expression of murine IGFIR-driven lung tumors

Tumors from SPC-IGFIR mice feature an adenoma/adenocarcinoma histology [28]. Consistent with this, IGFIR-driven tumors expressed established markers of human lung adenocarcinoma [44] including *Nkx2-1* and *Napsa* while the expression levels of marker genes associated with lung squamous cell carcinoma (*Trp63* and *Krt5*) or mucinous adenocarcinoma (*Muc5ac*, *Muc5b*) were either lower than normal lung tissue or unchanged (Fig 1F). In addition, tumors contained elevated levels of the AT2 cell lineage markers including (*Sftpa1*, *Sftpb*, *Sftpd*) while the club cell marker *Scgb1a1* (also known as *Cc10* or *Ccsp*) was significantly reduced. These findings validate the pathohistology of IGFIR-driven tumors and support AT2 cells as the tumor cell of origin using the SPC-rtTA driver line.

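Nkx2-1 (ENSMUSG00000001496, chromosome 12 from 56531958 to 56536908) was counted at 425 ± 76.2 CPM (SD, n = 4) in tumors and 122 to 169 CPM in the 4 normal lungs, a log2 fold change of 1.55 (standard error 0.18, adjusted p = 1.2e-04) from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. Napsa (ENSMUSG00000002204, chromosome 7 from 44572380 to 44586862) was counted at 2862 ± 978 CPM (SD, n = 4) in tumors and 509 ± 104 CPM (SD, n = 4) in normal lungs, with a log2 fold change of 2.49 (standard error 0.28, adjusted p = 9.7e-05) from the same test. Both were higher in every tumor than in every normal lung. Apart from Muc5b, the squamous and mucinous markers were counted at low levels, which limits what can be said of them. Trp63 had 1 to 11 counts in tumors and 8 to 55 in normal lungs and a log2 fold change of -1.95 (standard error 0.68, adjusted p = 0.036), short of the adjusted p of 0.01. WT214 decides this value, with 55 counts against 8 to 12 in the other normal lungs, and without WT214 the log2 fold change was -0.96 (adjusted p = 0.18). Krt5 had 0 counts in tumors and 0 to 6 in normal lungs, all 6 in WT239, so that a difference was not detectable at this depth. For Muc5ac, with 6 to 18 counts in tumors and 14 to 120 in normal lungs, the log2 fold change was -2.06 (standard error 0.61, adjusted p = 0.019) and the groups overlapped. It passed with DESeq2 in place of edgeR (adjusted p = 0.0040) and without WT214 (-2.32, adjusted p = 0.0046), while its adjusted p over all alternatives ran from 0.0040 to 0.065. Muc5b fell from 253 to 5872 counts in normal lungs to 46 to 194 counts in tumors, with a log2 fold change of -4.58 (standard error 0.90, adjusted p = 0.0022) and no overlap. Of the 11 genes drawn in Fig 1F, 10 were tested, of which 5 were higher and 2 lower past both thresholds, or 3 lower when adjusted over the list alone, a list that the study chose.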

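Sftpa1 (chromosome 14 from 41131782 to 41136452) was counted at 6583 ± 1795 CPM (SD, n = 4) in tumors and 2819 ± 306 CPM (SD, n = 4) in normal lungs, a log2 fold change of 1.22 (standard error 0.24, adjusted p = 0.0023) from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. Sftpb (chromosome 6 from 72304610 to 72314371) reached 10876 ± 4022 CPM (SD, n = 4) in tumors and 3129 ± 667 CPM (SD, n = 4) in normal lungs, with a log2 fold change of 1.80 (standard error 0.30, adjusted p = 8.9e-04). Sftpd (chromosome 14 from 41172214 to 41185149) was at 2123 ± 326 CPM (SD, n = 4) in tumors and 575 ± 61.7 CPM (SD, n = 4) in normal lungs, with a log2 fold change of 1.88 (standard error 0.19, adjusted p = 5.5e-05), and among normal lungs WT255 stood apart at 667 CPM against at most 556 CPM. Scgb1a1 (ENSMUSG00000024653, chromosome 19 from 9083636 to 9087958) fell to 1085 ± 1044 CPM (SD, n = 4) in tumors and 41154 ± 4049 CPM (SD, n = 4) in normal lungs, a log2 fold change of -5.25 (standard error 0.99, adjusted p = 0.0017), and the tumors themselves ranged from 1559 to 63344 counts. In all 4 genes the tumors and the normal lungs did not overlap (exact permutation test, 2-sided, p = 0.029), and leaving out any single mouse kept all 4 past both thresholds. With these markers and those of adenocarcinoma, squamous and mucinous tumors, the paper proposes AT2 cells as the cell of origin under the SPC-rtTA driver. The AT2 marker Sftpc went the other way, with means of 9738 CPM in tumors and 25178 CPM in normal lungs (n = 4 each). Its log2 fold change of -1.37 fell short of the threshold (edgeR's quasi-likelihood test, adjusted p = 0.036) but passed with DESeq2. Of the 12 AT2 markers tested, Sftpc alone was lower. The other 11 were higher, 9 of them past both thresholds.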

### Comparative gene expression analysis of murine lung tumor models

To explore how the gene expression profile of SPC-IGFIR mice related to other mouse models of lung cancer, we assembled a collection of publically available microarray-based gene expression datasets that contained both tumor and normal lung samples and were representative of diverse lung tumor subtypes (Table 1). As a measure of similarity, we computed the spearman correlation coefficient of log2 fold-changes between genes differentially expressed in each mouse model with the corresponding genes in the SPC-IGFIR model. This analysis revealed a stronger correlation between tumors from SPC-IGFIR mice with models of AD/ADC (spearman’s rho = 0.46–0.82) than the other tumor subtypes (spearman’s rho = -0.0054–0.18). An exception was the moderate correlation of IGFIR-driven tumors and other AD/ADC models with the *Rb/p53* double knockout SCLC model (spearman’s rho = 0.54) which may be reflective of the high expression of cell cycle associated genes.

**Table 1:** Summary of mouse models of lung cancer and gene expression profiles analyzed in this study.

Mouse Model	Gene Promoter	Description	Data Repository	Reference
Kras^LA2^ (K)	spontaneous recombination	Mice carry a latent Kras^G12D^ allele and develop lung AD/ADC	GSE49200	[27]
Urethane (U)	Chemical	Injection of urethane into male A/J mice leads to induction of AD/ADC	GSE2514	[26]
EGFR^mut^ (C/L, C/T, C/L+T)	CCSP-rtTA (rat)	Dox inducible overexpression of mutant versions of EGFR (L858R, T790M or L858R+T790M) leading to AD/ADC	GSE17373	[18]
Myc (M)	SPC (human)	Overexpression of cMyc leading to AD/ADC	GSE54829	[45]
Stat3C (S3)	CCSP-rtTA (rat)	Overexpression of constitutively active Stat3 induces inflammation followed by AD/ADC formation	E-MEXP-1137	[22]
cRaf1 (cR)	SPC (human)	Overexpression of cRaf1 resulting in AD/ADC formation	GSE14277	[21]
Kras^G12D^;Nkx2-1+/- (NK)	CCSP-rtTA (rat) and heterozygous null	Dox inducible overexpression of KrasG12 in a Nkx2-1 heterozygous background leading to mADC	GSE4058	[24]
Pten/Smad4 (PS)	CCSPiCre (endogenous murine)	CKO of Pten and Smad4 in the proximal airways induces ADSQ tumors	GSE47116	[23]
Lkb1/Pten (LP)	Ad-Cre	CKO of Lkb1 and Pten leading to SCC	See Methods	[25]
Rb/p53 (RP)	Ad-Cre	CKO of Rb and p53 resulting in tumors that resemble SCLC	GSE18534	[46]

Ad-cre, Cre recombinase adenovirus; CCSP, club cell secretory protein; CKI, conditional knock-in CKO; conditional knockout; Dox, doxycycline; iCre, improved Cre; rtTA, reverse-tetracycline transactivator; SPC, surfactant-protein C; AD/ADC, adenoma/adenocarcinoma; mAD, mucinous adenocarcinoma; SCC, squamous cell carcinoma; ADSQ, adenosquamous

Tumors from SPC-IGFIR mice displayed the strongest similarity with the C/L858R model (C/L) [18]; a doxycycline inducible model characterized by overexpression of the EGFR kinase domain mutation L8585R (c.2573T>G) (Fig 2A). Gene overlap analysis identified a total of 1487 differentially expressed genes altered in the same direction between the two models (Fig 2B). Plotting of the log2 fold changes of these shared genes revealed high expression of several genes implicated in human lung cancer including the Notch inhibitor *Dlk1* [38],the matrix metalloprotease *Mmp12* [47] as well as the EGFR ligands *Ereg* and *Areg* which were the two most highly expressed genes in both models (Fig 2C).

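In the SPC-IGFIR samples, Dlk1 (ENSMUSG00000040856, chromosome 12 from 109452823 to 109463336) had 32 to 97 counts in tumors and 0 to 2 in normal lungs, which makes it at least 18.0-fold higher in tumors (adjusted p = 2.1e-04 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Mmp12 (ENSMUSG00000049723, chromosome 9 from 7344381 to 7369499) was counted at 108 ± 60.7 CPM (SD, n = 4) in tumors and 5.52 ± 2.33 CPM (SD, n = 4) in normal lungs, a log2 fold change of 4.29 (standard error 0.52, adjusted p = 1.5e-04) from the same test. Ordered by log2 fold change among all higher genes of this comparison, Ereg was at position 10 and Areg at position 17. Of the 37 genes named in Fig 2C, 18 were higher and 19 lower past both thresholds, and as many when adjusted over the list alone, although the study chose them on these samples. Rims2 had the largest fitted log2 fold change among them, 8.20 (standard error 0.76), from 516 to 5927 counts in tumors and 3 to 15 in normal lungs. In 4 of the 37 a group was at or under 3 counts. The tumors of the C/L858R mice were not analysed here.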

**Fig 2:**
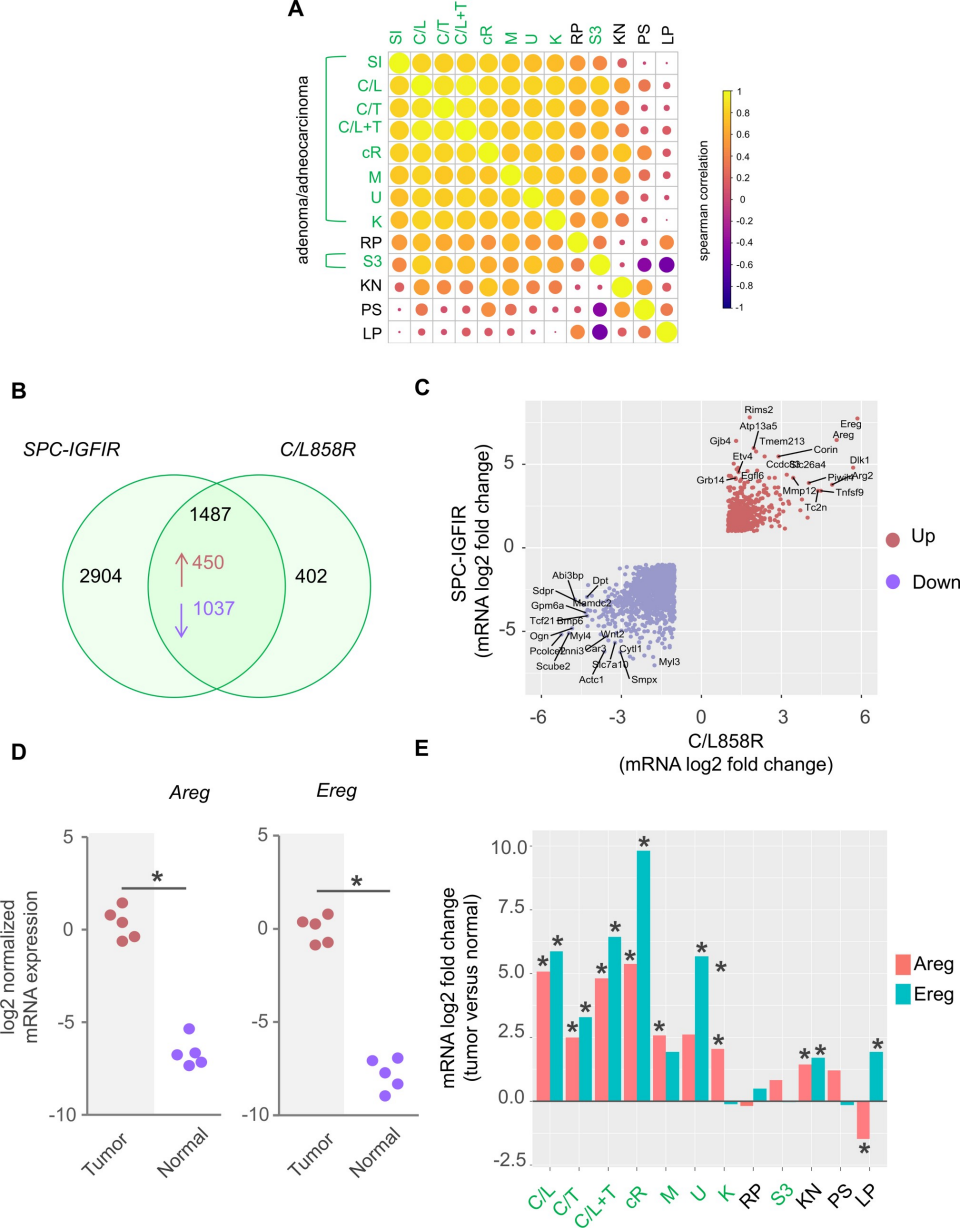
Comparative analysis of mouse models of lung cancer. **(A**) Correlation matrix of log2 fold-changes (tumor vs normal) between the SPC-IGFIR model and mouse models of lung cancer. **(B)** Venn diagram and **(C)** scatterplot of log2 fold changes (tumor vs normal) between the SPC-IGFIR and C/L models. Only genes differentially expressed in the same direction in both the SPC-IGFIR models are plotted. **(D)** Dot plot of *Areg* and *Ereg* mRNA expression levels determined by qPCR (n = 5 for each group). *Ereg*, p <0.0001, *Areg*, p = 0.0004 by 2-tailed t-test. **(E)** Bar plot of *Areg* and *Ereg* log2 fold changes (tumor versus normal) derived from microarray datasets across multiple mouse models of lung cancer. Adenoma/adenocarcinoma (SI, SPC-IGFIR; C/L, CCSP-L858R; C/T, CCSP-T790M; C/L+T, CCSP-L858R+T790M, cR, cRaf1; M, SPC-Myc; U, Urethane; K, Kras^LA2^; S3, CCSP-Stat3C), Small cell lung cancer (RP, Rb/p53 DKO); Mucinous Adenocarcinoma (KN, Kras^G12D^/Nkx2.1^+/-^); Adenosquamous cell carcinoma (PS, Pten/Smad4 DKO); Squamous cell carcinoma (LP, Lkb1/Pten DKO).

The dramatic upregulation of *Ereg* and *Areg* mRNA expression in IGFIR-driven tumors compared to normal lung tissue was confirmed by qPCR (Fig 2D). In addition, significant up-regulation of *Ereg* and/or *Areg* was also identified in a number of other AD/ADC models (Fig 2E). To gain insight into whether tumor cells themselves are the primary source of *Ereg* and *Areg*, we used magnetic cell sorting to isolate IGFIR^+^ tumor and non-epithelial lineage cells (IGFIR^-^/CD31^+^/CD45^+^/Tert119^+^/BP1^+^) containing mixed stromal cell populations (hematopoietic, endothelial, fibroblast) followed by qPCR (S2 Fig). As expected, we observed increased *IGFIR* expression in the tumor cell compartment (S2 Fig). We also found consistent up-regulation of *Areg* and *Ereg* in tumor cells though changes in *Ereg* were not statistically significant. Taken together, these findings indicate that diverse mouse lung tumor subtypes are associated with distinct gene expression profiles and that IGFIR-driven tumors share molecular features with established models of AD/ADC characterized at least in part by a deregulated EGFR pathway.

### Cross-species gene expression comparison with human NSCLC

Given the similarity of IGF-IR driven tumors with mouse lung ADC we next investigated the extent to which the gene expression profile of IGFIR-driven lung tumors mimic the human disease. RNA-Seq data of human ADC [48], SCC [49] and normal lung tissues were obtained from the TCGA dataset. Differentially expressed genes were identified and the spearman correlation coefficient of log2 fold changes with the orthologous murine genes in the SPC-IGFIR dataset was then computed. In contrast to the comparative mouse model analysis, the similarity of IGFIR-driven tumors with human ADC was more moderate (spearman’s rho = 0.32) but higher than SCC (spearman’s rho = 0.23) (Fig 3A). 

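The S2 Table lists 1022 mouse genes, 314 higher and 708 lower in tumors of SPC-IGFIR mice, of which 1021 were matched to the count matrix and 983 were tested. All 983 changed in the direction of the table. Of these, 900 passed both thresholds, 240 as higher and 660 as lower. The other 83 fell short, 78 by an adjusted p of 0.01 or more and 6 by an absolute log2 fold change under 1, with 1 gene short on both. DESeq2 in place of edgeR put 976 past both thresholds, or 975 with a prior, and leaving out each mouse in turn left 826 to 895. The table was chosen on these samples, so the count is not independent evidence. The human data were not analysed here.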

Gene overlap analysis of the differentially expressed genes in human lung ADC and murine IGFIR-driven tumors identified 1022 genes with the same change in direction representing 32% of genes altered in human ADC (Fig 3C and S2 Table). Gene Ontology (GO) and KEGG pathway analysis with Database for Annotation, Visualization and Integrated Discovery (DAVID)[40] revealed the shared upregulated genes were enriched for terms largely related cell cycle processes while shared down-regulated genes were associated with normal lung function (S3 Fig). Terms and pathways unique to IGFIR-driven tumors consisted mainly of processes related to metabolic processes.

**Fig 3:**
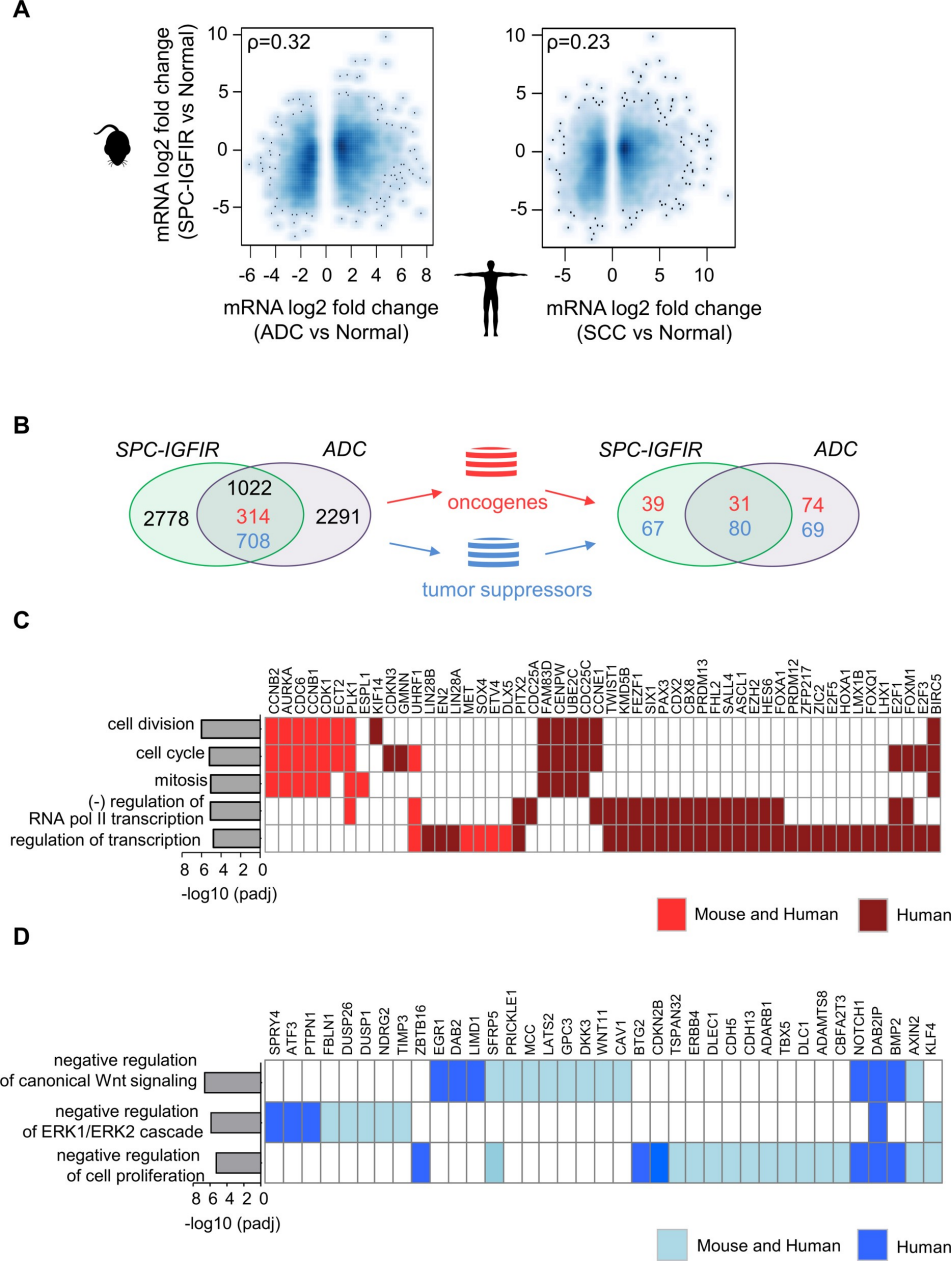
Cross-species analysis of gene expression profiles with human NSCLC. **(A)** Smoothed scatterplots of log2 fold changes of genes differentially expressed in human lung ADC (tumor versus normal) (LUAD, n = 181; N, n = 20) and SCC (LUSC, n = 178; N, n = 59) with orthologous genes in the SPC-IGFIR model. ρ, spearman correlation coefficient (rho). **(B)** Venn diagrams illustrating the identification of genes with coordinated expression across IGFIR-driven and human lung ADC. **(C)** Bar chart with overrepresented gene ontology (GO) biological terms alongside a plot of corresponding genes up-regulated in mouse and/or human lung ADCs present within the ONGene and **(D)** TSG2.0 databases. ADC and LUAD, Adenocarcinoma; SCC and LUSC, squamous cell carcinoma.

To examine the relevance of these shared mouse and human genes to cancer we mined the ONGene [50] and TSG2.0 [51] databases and identified 31 and 80 genes with purported oncogenic and tumor suppressive properties, respectively (Fig 3B). GO enrichment analysis confirmed the biological roles of these genes in cancer related processes including cell cycle and transcriptional regulation as well as migration and Wnt and MAPK signaling (Fig 3C and Fig 3D). Genes upregulated in both IGFIR-driven tumors and human ADC included those with reported roles in lung cancer such as *AURKA*, *SOX4*, *RET*, *MET* and *ETV4* while those downregulated in both species included *KLF4*, *TIMP3*, *CAV1* and *LATS2*. 

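In mouse tumors, Aurka (chromosome 2 from 172356190 to 172370535) had a log2 fold change of 1.07 (standard error 0.34, adjusted p = 0.025) from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, short of the adjusted p of 0.01, and rested on 64 to 262 counts in tumors and 40 to 65 in normal lungs. DESeq2 gave it an adjusted p of 0.0064, and the alternatives as a whole ran from 0.0063 to 0.063, with the smallest log2 fold change, 0.66, without IGFIR466. The other genes passed both thresholds, and in each of them every tumor lay on the same side of every normal lung. Etv4 (chromosome 11 from 101769742 to 101785371) rose from 1.03 ± 0.441 CPM (SD, n = 4) to 24.3 ± 6.16 CPM (SD, n = 4), with a log2 fold change of 4.56 (standard error 0.34, adjusted p = 2.2e-05) from the same test. The log2 fold change was 3.16 for Ret (standard error 0.38), 2.46 for Met (standard error 0.18) and 1.22 for Sox4 (standard error 0.19). Among the lower genes, Cav1 (chromosome 6 from 17306335 to 17341452) was counted at 99.9 ± 46.7 CPM (SD, n = 4) in tumors and 1193 ± 157 CPM (SD, n = 4) in normal lungs, a log2 fold change of -3.58 (standard error 0.34, adjusted p = 4.2e-05). Klf4 had a log2 fold change of -2.61 (standard error 0.17), Lats2 -1.78 (standard error 0.13) and Timp3 -1.46 (standard error 0.24).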

Of note, a subset of these SPC-IGFIR and human lung ADC shared genes were unique to the SPC-IGFIR model when compared to tumors from C/L858R mice with the transcriptional regulator *DLX5* and the secreted Wnt antagonist *SFRP5* displaying the greatest positive and negative fold changes respectively (S4 Fig).

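In the mouse tumors, Dlx5 (ENSMUSG00000029755, chromosome 6 from 6877805 to 6882085) had 5 to 13 counts and in normal lungs 0 counts, too few to pass the filter on low counts, so it was not tested against the other genes. Its level in tumors was at least 2.54-fold above the floor of the normal lungs, and every tumor lay above every normal lung (exact permutation test, 2-sided, p = 0.029). Sfrp5 (ENSMUSG00000018822, chromosome 19 from 42197971 to 42202252) had 0 to 3 counts in tumors and 18 to 58 in normal lungs, which makes it at least 16.2-fold lower in tumors (adjusted p = 6.5e-04 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment).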

### Deregulated miRNA-mRNA expression in IGFIR-driven lung tumors

MicroRNAs (miRNAs) represent a class of small non-coding RNA molecules (~22nt) that provide an additional layer of gene expression regulation and have been strongly implicated in cancer pathogenesis [52]. Thus, to complement our mRNA analysis, we also carried out small RNA sequencing on tumors from SPC-IGFIR mice and normal lung tissue. 

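Small RNA libraries were prepared from the same 4 SPC-IGFIR tumors and the lungs of the same 4 non-transgenic mice with the TruSeq small RNA protocol, a single library per mouse. The authors trimmed the reads with Cutadapt, aligned them with Bowtie and deposited the counts of mature miRNAs from miRDeep without normalization. A mature miRNA with several precursors is listed once for each with mostly the same reads, so the entry with the highest total was used. On this basis 31820884 to 45607141 reads were counted per tumor (median 39567878) and 33826158 to 45582895 per normal lung (median 42606772). With every entry included, the totals were 39940293 to 57142289 in tumors and 44250238 to 63783381 in normal lungs. Between 1134 and 1180 miRNAs had a read in tumors and between 1099 and 1137 in normal lungs. The 10 most abundant miRNAs took 56.4% to 58.0% of the counts in tumors and 62.5% to 65.1% in normal lungs, led by miR-21a-5p or miR-22-3p in tumors and by miR-10a-5p, miR-143-3p or miR-26a-5p in normal lungs. TMM factors were 1.07 to 1.31 in tumors and 0.813 to 0.888 in normal lungs, and 3 counts correspond to 0.0612 to 0.0722 CPM in tumors and 0.0774 to 0.103 CPM in normal lungs. The filter with a minimum count of 10 left 681 miRNAs, which were compared by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment at an adjusted p under 0.05 and an absolute log2 fold change of at least 1. Positions of mature miRNAs are those of the NCBI annotation of GRCm38. Where a mature miRNA lies at several positions, only the first listed is given.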

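Of the 681 miRNAs tested, 124 were higher and 106 were lower in tumors, 230 in all, of which 46.1% were lower. An unadjusted p under 0.05 was reached by 372 miRNAs. The 4 tumors lay entirely on the same side of the 4 normal lungs in 294 miRNAs (43.2%, where chance gives 2.86%), including 209 of the 230. Scaling by library size alone, without TMM factors, moved the split most, to 204 higher and 69 lower (25.3% lower), and it shifted the median log2 fold change of all miRNAs from 0.08 to 0.53. Leaving out each mouse in turn gave 112 to 129 higher and 91 to 133 lower miRNAs, and 169 passed in all 8 of these fits. The part of the paper's S3 Table read here lists 115 miRNAs, 53 higher and 62 lower, all of which were tested and changed in the direction of the table. Of these, 109 passed both thresholds, and the log2 fold changes exceeded the table's by 0.115 on average (SD 0.0162). The other 6 had adjusted p under 0.05 and log2 fold changes from -0.97 to -0.91. The 121 miRNAs past both thresholds and outside that part of the table had a median of 41.0 counts per mouse, against 1877 counts for the 109. Of the 20 miRNAs named in Fig 4A, 12 were higher and 8 lower past both thresholds, as many as when adjusted over the list alone, and the study chose them on these samples.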

Differential expression analysis identified 55 up-regulated and 66 down-regulated miRNAs (fold-change ≥2, FDR<0.05, Fig 4A and S3 Table), many of which have been implicated in cancer [52]. The top up-regulated miRNAs included those with known oncogenic properties (oncomiRs) including *miR-21a-5p/3p*, *miR146b-5p/3p*, *miR-210* and *miR-31-5p* and regulators of the epithelial-state (*miR200b/a/429* and *miR-200c/141*). 

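The miRNA with the most counts among these, miR-21a-5p (chromosome 11 from 86584120 to 86584141), was at 83835 ± 27569.7 CPM (SD, n = 4) in tumors and 10001 ± 2393 CPM (SD, n = 4) in normal lungs, a log2 fold change of 3.07 (standard error 0.29, adjusted p = 5.1e-05) from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. From the same precursor, miR-21a-3p was counted at 655 ± 390.1 CPM (SD, n = 4) in tumors and had a log2 fold change of 3.90 (standard error 0.65). For miR-146b-5p (chromosome 19 from 46342790 to 46342811) the levels were 7685 ± 2953 CPM (SD, n = 4) in tumors and 953 ± 199 CPM (SD, n = 4) in normal lungs, with a log2 fold change of 3.01 (standard error 0.29, adjusted p = 5.9e-05), and miR-146b-3p had 3.49. Both arms of miR-210 rose, miR-210-3p with a log2 fold change of 2.99 (standard error 0.23, adjusted p = 3.6e-05) and miR-210-5p with 3.40. The log2 fold change of miR-31-5p (chromosome 4 from 88910614 to 88910635) was 2.54 (standard error 0.23, adjusted p = 4.1e-05). In the miR-200b/a/429 cluster on chromosome 4, the log2 fold changes were 1.73 for miR-200b-3p, 1.64 for miR-200b-5p, 1.67 for miR-200a-3p, 1.76 for miR-200a-5p and 2.11 for miR-429-3p. In the miR-200c/141 cluster on chromosome 6 they were 1.88 for miR-200c-3p, 1.95 for miR-200c-5p, 2.58 for miR-141-3p and 2.61 for miR-141-5p, the last of which had the smallest p of all higher miRNAs. The tumor IGFIR466 had 268762 counts of miR-141-3p against 922417 to 978379 in the other tumors. All of these miRNAs passed both thresholds under every alternative tried for single miRNAs, and in each of them every tumor was above every normal lung (exact permutation test, 2-sided, p = 0.029).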

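The miRNA with the smallest p among all lower miRNAs, miR-99a-5p (chromosome 16 from 77598940 to 77598961), was counted at 841 ± 53.0 CPM (SD, n = 4) in tumors and 2618 ± 216 CPM (SD, n = 4) in normal lungs, a log2 fold change of -1.64 (standard error 0.14, adjusted p = 4.1e-05) from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. For miR-92a-3p (chromosome 14 from 115044476 to 115044496) the levels were 2556 ± 249 CPM (SD, n = 4) in tumors and 6045 ± 1101 CPM (SD, n = 4) in normal lungs and the log2 fold change -1.24 (standard error 0.17, adjusted p = 4.0e-04) from the same test. Scaling by library size alone took miR-92a-3p to -0.78, short of the minimum change of 1. For miR-10a-3p (chromosome 11 from 96317227 to 96317248) the log2 fold change was -1.85 (standard error 0.21, adjusted p = 1.8e-04), and miR-10a-5p, from the same precursor and far more abundant at 112383 ± 14496 CPM (SD, n = 4) in normal lungs, had -2.16.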

Down-regulated miRNAs included those with known tumor suppressive activity including *miR-92a-3p*, *miR-99a-5p* and *miR-10a-3p*.

**Fig 4:**
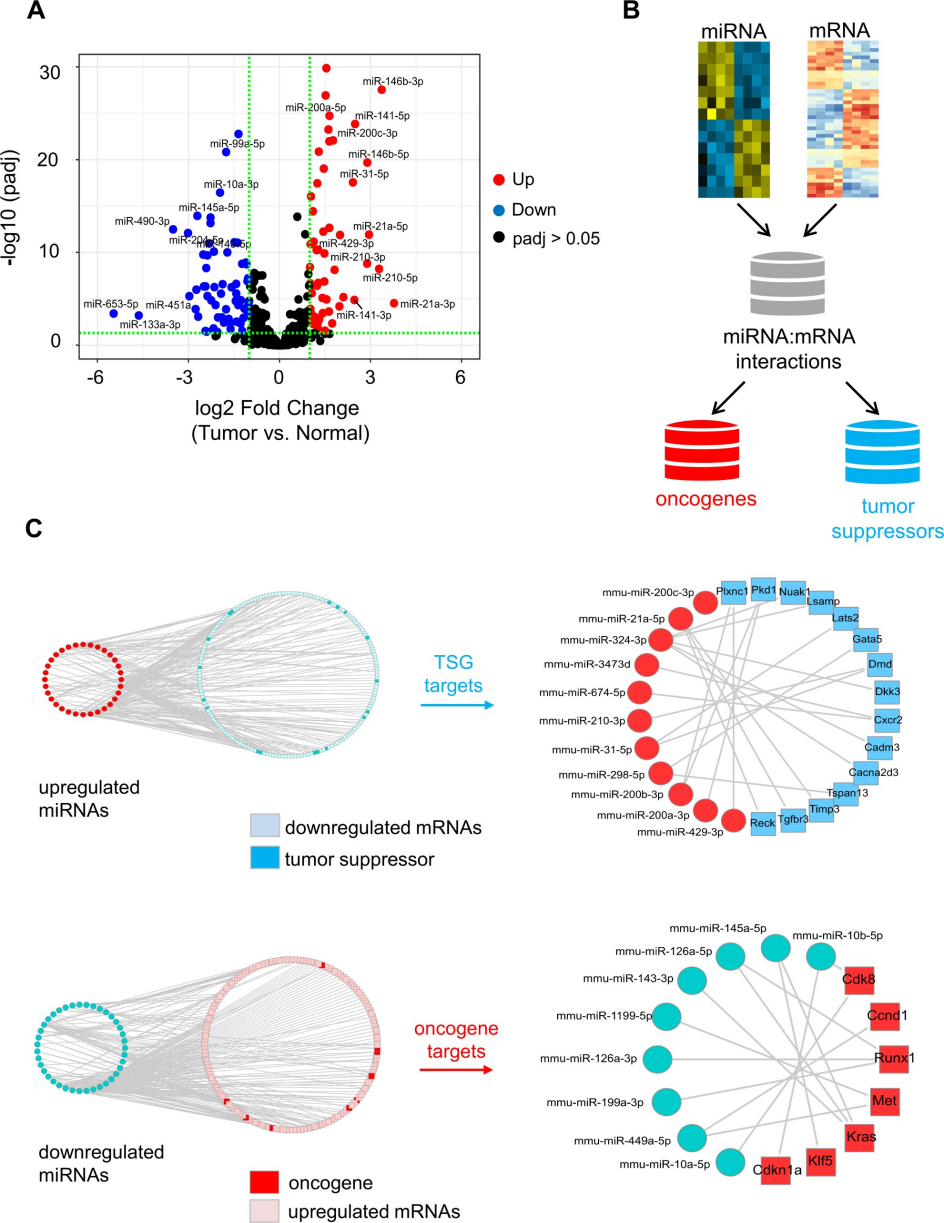
Integrated analysis of miRNA-mRNA expression in IGFIR-driven tumors. **(A)** Volcano plot of log2 fold changes and differential expression p values of miRNAs between tumors from SPC-IGFIR mice and normal lung tissue. **(B)** Schematic of procedure used to identify miRNA:mRNA interaction pairs with oncogenic or tumor suppressive functions. The multiMiR database was used to identify ‘predicted’ and ‘validated’ miRNA targets followed by mining of the ONGene and TSG2.0 databases. **(C)** Regulatory networks of miRNA:mRNA interactions involving ‘validated’ target genes. The networks to the left illustrate all miRNA:mRNA interactions while those to the right highlight miRNA targets reported to have tumor suppressor or oncogenic activity.

To identify potential miRNA target genes, we integrated the miRNA and mRNA datasets and then accessed multiple databases of predicted and validated miRNA-mRNA interaction using the multiMiR package [53] (S4 Table). 

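Among the ligands of ErbB receptors in these samples, Btc (chromosome 5 from 91357261 to 91402994) was counted at 13.6 ± 5.95 CPM (SD, n = 4) in tumors and 1.57 ± 0.511 CPM (SD, n = 4) in normal lungs, a log2 fold change of 3.10 (standard error 0.42, adjusted p = 2.5e-04) from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, while Nrg1 (-2.58, standard error 0.48) and Nrg2 (-4.92, standard error 0.74) fell. Of the receptors, Egfr (chromosome 11 from 16752203 to 16918158) was counted at 7.66 ± 2.18 CPM (SD, n = 4) in tumors and 37.0 ± 3.83 CPM (SD, n = 4) in normal lungs, with a log2 fold change of -2.27 (standard error 0.22, adjusted p = 4.9e-05) from the same test. Erbb2 rose by a log2 fold change of 1.27 (standard error 0.19) and Erbb3 by 1.95 (standard error 0.18). Erbb4 had 0 to 3 counts in tumors and 7 to 30 in normal lungs, at least 8.83-fold lower in tumors, and was too low to be tested with the other genes. The adaptor Shc1 had a log2 fold change of 1.17 (standard error 0.16). Shc4, with 36 to 127 counts in tumors and 4 to 33 in normal lungs, had 2.19 (standard error 0.51, adjusted p = 0.0056) and passed in 2 of the 8 fits that each left out a mouse, since its adjusted p rose to between 0.010 and 0.019 without any of IGFIR466, IGFIR534, IGFIR538, WT217, WT239 or WT255. Mapk10 fell with a log2 fold change of -4.28 (standard error 0.80). Except for Erbb4, all the genes named here passed both thresholds.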

Interestingly, pathway analysis revealed these potential miRNA targets were associated with ErbB2 signaling involving ligands (*Ereg*, *Btc*, *Nrg1*, *Nrg2*), receptors (*Egfr*, *Erbb2*, *Erbb3*, *Erbb4*), adaptor proteins (*Shc1*, *Shc4*) and the downstream kinases *Kras*, *Akt3* and *Mapk10* (S5 Fig). Next, we focused on “validated” miRNA-mRNA interactions and further narrowed the list of target genes to those with oncogenic or tumor suppressive functions through mining of the ONGene [50] and TSG2.0 [51] databases (Fig 4B). This led to the identification of 30 miRNA-mRNA interaction pairs (Fig 4C) involving known tumor suppressor targets of *miR-21a-5p* (*Reck*, *Timp3* and *Tgbr3*) and *miR-31-5p* (*Lats2* and *Dmd*) as well as oncogenic targets of *miR-143-3p* (*Kras*), *miR-145-5p* (*Klf5*, *Kras*) and *miR-1195-5p* (*Met)*.

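Reck (chromosome 4 from 43875530 to 43944806) was counted at 12.9 ± 3.63 CPM (SD, n = 4) in tumors and 92.2 ± 11.6 CPM (SD, n = 4) in normal lungs, a log2 fold change of -2.84 (standard error 0.22, adjusted p = 2.3e-05) from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, and Tgfbr3 had -2.54 (standard error 0.24, adjusted p = 4.0e-05). Dmd had a log2 fold change of -1.16 (standard error 0.16, adjusted p = 2.7e-04), which fell short of the minimum change without WT214, at -0.98. Klf5 rose with 1.94 (standard error 0.18, adjusted p = 4.0e-05). Lower in tumors was miR-143-3p (chromosome 18 from 61649199 to 61649219), counted at 24769.5 ± 7813 CPM (SD, n = 4) in tumors and 101714 ± 25540.3 CPM (SD, n = 4) in normal lungs, with a log2 fold change of -2.04 (standard error 0.27, adjusted p = 3.7e-04). For the miRNA that Fig 4C pairs with Met, miR-1199-5p, the log2 fold change was -1.31 (standard error 0.23, adjusted p = 0.0016), or -0.84 when scaled by library size alone. Among all miRNAs of Fig 4C, the 11 drawn as higher and the 9 drawn as lower passed both thresholds in those directions. Some of these calls rest on few mice, since of the 8 fits that each left out a mouse miR-449a-5p passed in 3, miR-298-5p, whose groups overlap, in 4, miR-199a-3p in 5 and miR-324-3p in 7. All 15 tumor suppressor genes of Fig 4C were lower past both thresholds, with Gata5 and Dkk3 in 6 of the 8 fits. These counts were the same when adjusted over each list alone, and the study chose the lists on these samples.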

### Comparative miRNA expression

In contrast to the large number of high-throughput gene expression studies carried out on mouse models of lung cancer, few genome-wide miRNA profiles have been described. Although Kras-driven tumors exhibited only a modest correlation with SPC-IGFIR mice at the mRNA level, the availability of miRNA-Seq data led us to explore potential similarities and differences in miRNA expression between these two models. First, we re-analyzed this dataset at the isomiR level as the original study reported total miRNA abundances [38]. Then we compared the log2 fold changes of differentially expressed miRNAs in the Kras^G12D^ model with corresponding miRNAs in SPC-IGFIR mice. Similar to the comparative mRNA expression analysis, a modest correlation of 0.49 was observed with Kras-driven tumors (S6 Fig). 

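In the SPC-IGFIR samples, miR-184-3p (chromosome 9 from 89802263 to 89802284) was counted at 47.8 ± 25.8 CPM (SD, n = 4) in tumors and 0.899 ± 0.172 CPM (SD, n = 4) in normal lungs, and its log2 fold change of 5.72 (standard error 0.48, adjusted p = 4.1e-05) from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment was the largest among the higher miRNAs. For miR-31-3p (chromosome 4 from 88910577 to 88910599) the levels were 14.4 ± 6.84 CPM (SD, n = 4) in tumors and 3.08 ± 0.722 CPM (SD, n = 4) in normal lungs, with a log2 fold change of 2.23 (standard error 0.35, adjusted p = 8.4e-04) from the same test. Lower in tumors, miR-145a-5p (chromosome 18 from 61647866 to 61647888) was counted at 192 ± 22.9 CPM (SD, n = 4) in tumors and 1158 ± 371 CPM (SD, n = 4) in normal lungs, a log2 fold change of -2.59 (standard error 0.23, adjusted p = 4.6e-05). All 3 passed both thresholds in each of the 8 fits that left out a mouse. The other mouse model was not analysed here.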

Overlap analysis identified a small subset of miRNAs (13 of 115; 10%) differentially expressed in the same direction (log2 fold change >1, FDR <0.05) including *miR-184-3p*, *miR-21-5p*, miR-*31-5p/3p* and *miR-145a-5p* (S6 Fig).

A significant number of miRNAs are located in genomic clusters [54] and in the Kras^G12D^ model, the majority of differentially expressed miRNAs were reported to be located in a cluster at the *Dlk1-Dio3* locus on chr12qF1 [38]. We confirmed these results in our re-analysis of this dataset but in contrast to Kras^G12D^-driven tumors, we found differentially expressed miRNAs in the SPC-IGFIR model were located in clusters along multiple chromosomes with a complete absence of altered miRNAs found on chr12 (S6 Fig). Therefore, these results further demonstrate that despite sharing similar histological features, murine lung ADCs initiated by different oncogenic drivers may be associated with distinct molecular changes including those at the miRNA level.

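Tested miRNAs lay on 20 chromosomes, and each of these had at least 1 miRNA past both thresholds, with the most, 40 of 66, on chromosome 2. On chromosome 12, 131 miRNAs had a read and 72 of them (55.0%) passed the filter on low counts. Of the 72, 4 (5.56%) passed both thresholds, 10 had an adjusted p under 0.05 and 14 an unadjusted p under 0.05. On the other chromosomes 226 of 608 (37.2%) passed both thresholds, a difference in share with Fisher's exact test p = 3.9e-09 (2-sided), although miRNAs are not independent of each other. The 4 miRNAs, named after their values were seen, were miR-342-5p, miR-370-3p, miR-666-5p and miR-376b-5p. Outside the Dlk1-Dio3 locus, miR-342-5p (chromosome 12 from 108658638 to 108658659) was counted at 21.8 ± 2.96 CPM (SD, n = 4) in tumors and 10.4 ± 1.52 CPM (SD, n = 4) in normal lungs, a log2 fold change of 1.07 (standard error 0.19, adjusted p = 0.0015) from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. It fell just short of the minimum change of 1 with DESeq2 or its size factors (0.99 in both), with DESeq2 and a prior (0.98), with the 5 most abundant miRNAs left out of the library size (just under 1) and without IGFIR466 (0.94). For miR-370-3p (chromosome 12 from 109618305 to 109618326), with 15 to 38 counts in tumors and 2 to 8 in normal lungs, the log2 fold change was 1.63 (standard error 0.46, adjusted p = 0.016). The groups overlapped for miR-666-5p (1.74 (standard error 0.57, adjusted p = 0.031)) and for miR-376b-5p (-1.11 (standard error 0.39, adjusted p = 0.041)), each of which passed in 3 of the 8 fits that left out a mouse, and WT255 had the fewest counts of miR-376b-5p among normal lungs, 38 against 81 to 111. The median log2 fold change of the 72 miRNAs was 0.15, with a range from -1.32 to 1.74, and in the Dlk1-Dio3 locus 56 were tested with a median of 0.13. The number past both thresholds on chromosome 12 was moved most by scaling by library size alone, to 14, and it ranged from 2 without WT217 or without WT239 to 9 without IGFIR464. From the spread of altered miRNAs over chromosomes in this model, compared with another mouse model, the paper proposes that lung adenocarcinomas begun by different oncogenes can differ in their molecular changes, miRNAs included.

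**Figure D2:**
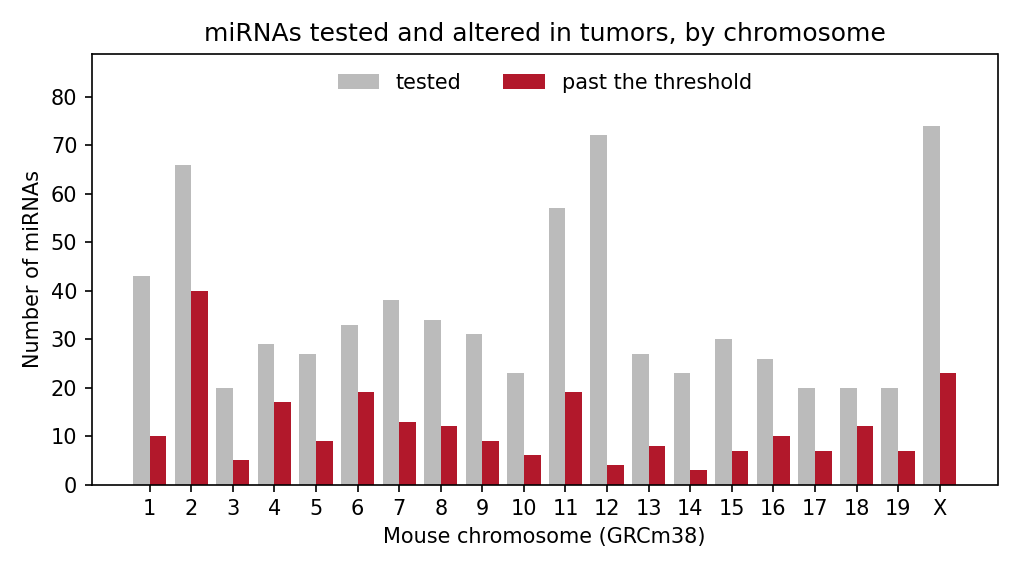
Number of miRNAs on chromosomes 1 to 19 and X that were tested (grey bars) and that passed both thresholds between 4 tumors and 4 normal lungs (red bars). Chromosome 12 has 72 tested miRNAs and 4 past both thresholds.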

Finally, we compared the miRNA expression profile of IGFIR-driven tumors with human lung ADC using miRNA-Seq data of tumor and normal tissue from the TCGA-LUAD dataset [48](S5 Table). Similar to the mRNA comparative analysis, a modest correlation was found (spearman’s rho = 0.36) between differentially expressed miRNAs identified in human ADC and species conserved orthologous miRNAs in the SPC-IGFIR model (Fig 5A). 

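Of the 109 human miRNAs in the part of the S5 Table read here, 77 had a mouse miRNA of the same name that was tested. Across these miRNAs, the log2 fold changes in mouse tumors and the paper's values for human adenocarcinoma had a Spearman rho of 0.37 (permutation test with 100000 permutations, 2-sided, p = 0.0013) and a Pearson r of 0.38. The SD of rho over 2000 bootstrap draws of miRNAs was 0.114. The 2 values had the same sign in 46 of the 77 (59.7%). Leaving out each mouse in turn gave rho of 0.34 without WT255 to 0.41 without WT217, a wider range than that of the other alternatives. The correlation is across miRNAs, which are not independent replicates.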

A total of 20 miRNAs with coordinated changes in expression across species were identified including *miR-21-5p*, *miR-31-5p*, *miR-210-3p* and *miR-490-3p* (Fig 5B and Fig 5C). 

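All 20 miRNAs that Fig 5C draws as changed in both species passed both thresholds in the mouse samples, 10 as higher and 10 as lower, and the numbers were the same when adjusted over each list alone, although the study chose them on these samples. The median log2 fold change was 1.92 over the higher and -2.32 over the lower miRNAs. The smallest changes were those of miR-96-5p (1.38) among the higher and miR-92a-3p among the lower miRNAs. For miR-490-3p (chromosome 6 from 36421800 to 36421821), the lowest of the 20, the levels were 8.76 ± 1.78 CPM (SD, n = 4) in tumors and 92.1 ± 33.9 CPM (SD, n = 4) in normal lungs, a log2 fold change of -3.39 (standard error 0.32, adjusted p = 5.3e-05) from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. Scaled by library size alone, miR-874-3p (-0.92 in place of -1.37) and miR-125b-5p (-0.97 in place of -1.46) fell short of the minimum change, as did miR-92a-3p. WT214 had the lowest level of miR-874-3p among normal lungs, 7.17 CPM against 10.9 to 11.4 CPM, and IGFIR466 had 224405 counts of miR-125b-5p against 92687 to 122208 in the other tumors.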

A subset of miRNAs also exhibited discordant expression including upregulation of *miR-184-5p* in IGFIR-driven tumors and increased expression of *miR-9-5p*, *miR-196a-5p miR-653-5p* in human ADC. 

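In the mouse samples, miR-184-5p (chromosome 9 from 89802302 to 89802323) had 0 to 5 counts in tumors and 0 counts in normal lungs, so that a difference was not detectable at this depth. The counts of miR-196a-5p were as low, 0 to 3 in tumors and 1 to 5 in normal lungs. For miR-9-5p (chromosome 13 from 83738821 to 83738843) the levels were 4.56 ± 1.73 CPM (SD, n = 4) in tumors and 7.85 ± 1.77 CPM (SD, n = 4) in normal lungs, with a log2 fold change of -0.78 (standard error 0.32, adjusted p = 0.070) from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, short of the threshold, and the groups overlapped. For miR-653-5p (chromosome 6 from 3721355 to 3721375) there were 39 to 816 counts in tumors and 5013 to 12720 in normal lungs, with a log2 fold change of -5.38 (standard error 0.89, adjusted p = 0.0011), the lowest of all miRNAs past both thresholds. Of the 8 miRNAs that Fig 5C names outside the shared ones, 5 were tested and 3 were lower past both thresholds, by either adjustment, namely miR-653-5p, miR-196b-5p (-2.93) and miR-449c-5p (-2.08). IGFIR466 had 58 counts of miR-449c-5p against at least 331 in the other tumors.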

Integration of the human miRNA-mRNA datasets with multiMiR (S6 Table) followed by mining of the ONGene [50] and TSG2.0 [51] databases identified 6 ‘validated’ interaction pairs common between IGFIR-driven tumors and human ADC involving *miR-21-5p* (*RECK*, *TIMP3*, *TGFBR3*), *miR-31-5p* (*LATS2*) and *miR-150-5p* (*TNS4*) (Fig 5D). 

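In the mouse samples, miR-150-5p (chromosome 7 from 45121762 to 45121783) was counted at 516 ± 251 CPM (SD, n = 4) in tumors and 1777 ± 362 CPM (SD, n = 4) in normal lungs, a log2 fold change of -1.78 (standard error 0.36, adjusted p = 0.0033) from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. Tns4 (ENSMUSG00000017607, chromosome 11 from 99065678 to 99089306) was counted at 4.46 ± 0.136 CPM (SD, n = 4) in tumors and 1.61 ± 0.432 CPM (SD, n = 4) in normal lungs, with a log2 fold change of 1.47 (standard error 0.25, adjusted p = 8.7e-04) from the same test, and IGFIR466 lay slightly apart from the other tumors, at 4.26 CPM against 4.51 to 4.55 CPM. Smad7, which Fig 5D also draws, had a log2 fold change of -1.41 (standard error 0.17, adjusted p = 1.5e-04). All 6 target genes of Fig 5D passed both thresholds, 1 as higher and 5 as lower, as they did when adjusted over the list alone, and the study chose them on these samples.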

A number of shared ‘predicted’ miRNA targets that may also be involved in IGFIR-mediated tumorigenesis and human ADC included the tumor suppressors deleted in liver cancer 1 (*DLC1*), adherens junction associated protein 1 (*AJAP1*) and glypican-3 (*GPC3*) (Fig 5E).

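In mouse tumors, Dlc1 (ENSMUSG00000031523, chromosome 8 from 36567751 to 36953143) was counted at 131 ± 6.50 CPM (SD, n = 4) in tumors and 398 ± 43.6 CPM (SD, n = 4) in normal lungs, a log2 fold change of -1.60 (standard error 0.15, adjusted p = 3.8e-05) from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. Gpc3 (ENSMUSG00000055653, chromosome X from 52272426 to 52613950) was counted at 24.3 ± 9.63 CPM (SD, n = 4) in tumors and 241 ± 65.2 CPM (SD, n = 4) in normal lungs, with a log2 fold change of -3.31 (standard error 0.32, adjusted p = 5.1e-05) from the same test. Ajap1 (ENSMUSG00000039546, chromosome 4 from 153373221 to 153482811) was counted low, with 0 to 6 counts in tumors and 17 to 57 in normal lungs, and had a log2 fold change of -3.40 (standard error 0.63, adjusted p = 0.0015). The tumors and the normal lungs did not overlap in any of the 3 genes (exact permutation test, 2-sided, p = 0.029).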

**Fig 5:**
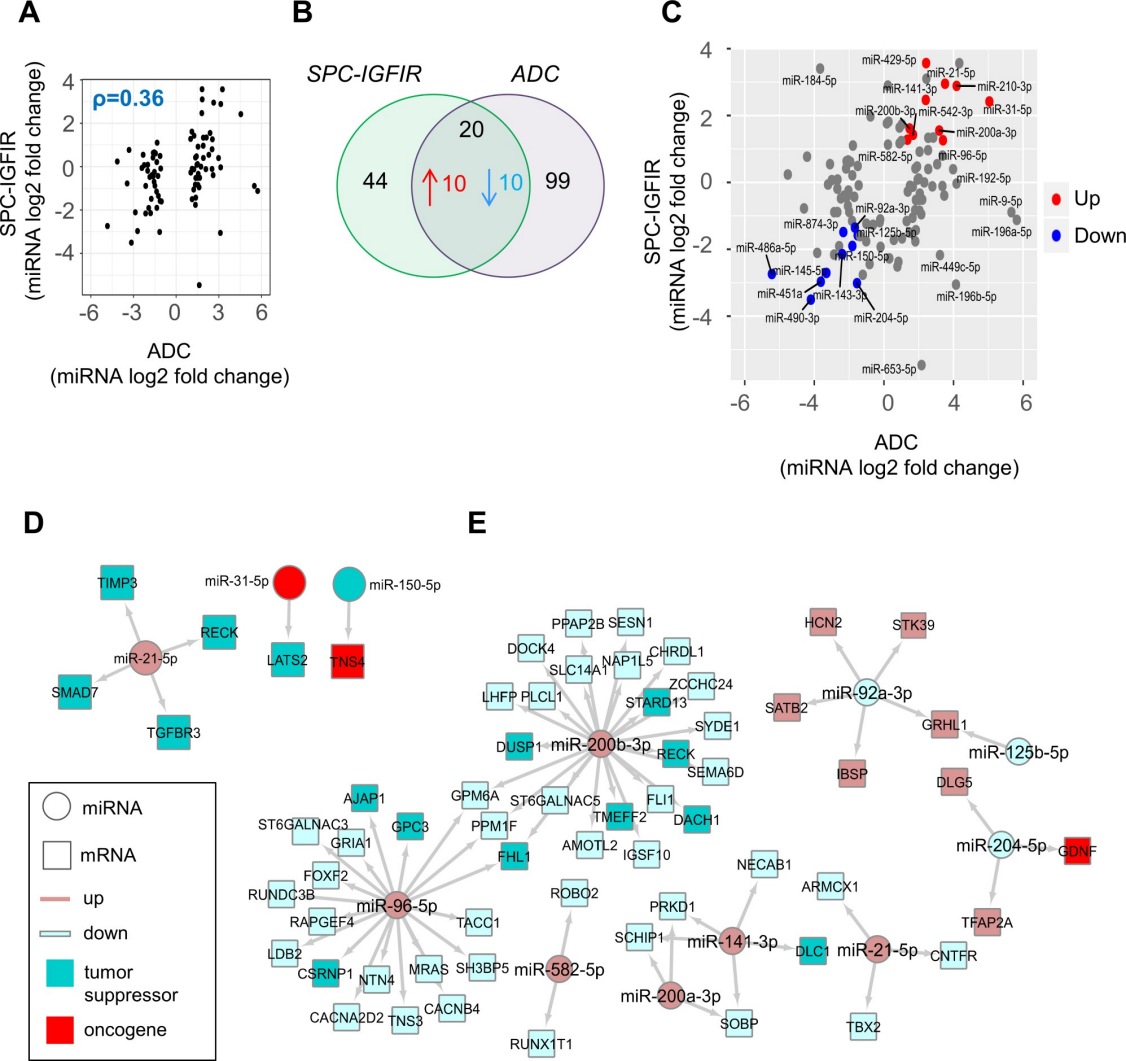
Comparative miRNA analysis. **(A)** Scatter plot of log2 fold changes of differentially expressed miRNAs in human ADC with conserved miRNAs in SPC-IGFIR mice. ρ, spearman’s correlation coefficient (rho). **(B)** Venn diagram illustrating overlap of differentially expressed miRNAs in human ADC and SPC-IGFIR mice. **(C)** Scatter plot of log2 fold changes of miRNAs differentially expressed in SPC-IGFIR mice and human ADC (n = 181 tumor, n = 20 normal). Up and downregulated miRNAs shared across species are highlighted in red and blue respectively. miRNAs highlighted in grey are altered only in one species. **(D)** Network diagram of ‘validated’ and **(E)** ‘predicted’ miRNA:mRNA interactions shared between SPC-IGFIR and human ADC. miRNA targets with reported oncogenic or tumor suppressor functions are highlighted.

## Discussion

Here we report on the gene expression profile a mouse model of IGFIR-driven lung cancer. The goal of this study was to not only understand the molecular changes associated with IGFIR-driven tumorigenesis but to also assess the relevance of these alterations in the context of other established mouse models of lung cancer and the human disease. In the mouse-to-mouse comparison, we found similarities with models of lung ADCs initiated by different oncogenic drivers, particularly those driven by mutant versions of EGFR. This is perhaps not surprising given that both IGFIR and EGFR are receptor tyrosine kinases (RTKs) that activate common signaling pathways including PI3K/AKT and Ras/MAPK [55]. Despite the similarities in gene expression between these models, there are clear differences in the oncogenic potential of IGFIR and EGFR in the mouse lung as tumor onset occurs much more rapidly in the mutant EGFR models (4–8 weeks versus 8–9 months in SPC-IGFIR mice). This dramatic difference in tumor latency suggests the acquisition of additional collaborating events may play an important role in the initiation of IGFIR-driven lung tumors and that the SPC-IGFIR model may be of value in identifying such alterations.

Upregulation of the EGFR ligands *Ereg* and/or *Areg* was a common feature between IGFIR-driven tumors and mouse models of lung ADC. Elevated levels of these ligands has been previously noted in a subset of these mouse models [18,21,56]. Interestingly, loss of *Ereg* reduced tumor burden in a carcinogen induced mouse model of lung cancer [56] but was not required for intestinal tumorigenesis in APC^min^ mice [57] suggesting a tumor-type specific role for this ligand. In human lung cancer, EREG and AREG mRNA or protein levels are elevated in a subset of NSCLC cell lines [58,59] as well as NSCLC specimens and predict poor survival [59,60]. Expression of *EREG* mRNA has also been found to be higher in adenocarcinomas versus squamous cell carcinomas [59]. Although classically thought of as epithelial specific molecules that regulate EGFR signaling via an autocrine loop, production of EREG and AREG has been detected in stromal cells including normal and cancer associated fibroblasts [61–63] and various immune cell populations [64,65]. Using magnetic cell sorting and qPCR we also observed expression of *Ereg* and *Areg* in the tumor and non-epithelial cell compartment though levels were significantly higher (*Areg*) or trended towards being higher (*Ereg*) in the tumor cell population. A recent computational analysis of tumor-stroma interactions in murine Kras-driven lung tumors identified an Ereg-Egfr autocrine signaling axis in tumor cells and an Areg-Egfr pathway of monocyte-tumor cell crosstalk [66]. Given that these ligands may represent alternative targets for therapeutic inhibition of EGFR signaling in lung cancer [66] and the growing importance of immune effectors in lung cancer pathogenesis, the specific cell types that express *Ereg* and *Areg* and their functional role in tumorigenesis are areas of interest in the future use of the SPC-IGFIR model.

In a cross-species analysis, we observed a more modest similarity in gene expression (32% of differentially expressed genes) between IGFIR-driven tumors and human lung ADC compared to those computed for mouse models of lung ADC. This finding was not unexpected given the significant molecular heterogeneity evident in the majority of human solid cancers including lung ADC [3,48,67]. These results are also consistent with a cross-species study of urethane-induced tumors from Stearman and colleagues in which an overlap of only 409 genes (representing approximately 15% of altered genes in human lung ADC) was observed [26]. Nevertheless, the utility of this model was validated as conserved changes in genes relating to glycolysis, cell cycle and the eicosanoid pathway were discovered. In addition, cross-species analysis of the Kras^LA2^ model revealed approximately 12% of differentially expressed genes were shared with human lung ADC and when combined with GSEA led to the identification of a gene signature of human *KRAS*-mutant tumors which could not be identified from the analysis of human *KRAS*-mutant alone [27]. Thus, while mouse lung cancer models may not recapitulate all of the gene expression changes observed in human tumors, a subset of conserved alterations are often present that can provide important insight into the disease.

In this study, we focused on the identification of species conserved changes in cancer-related genes resulting in the identification of a number of alterations with oncogenic and tumor suppressive properties that were altered across species. Of interest is the shared upregulation of *DLX5* (Distal-less Homeobox 5), which did not appear to be altered in the C/L858R EGFR-driven model. DLX5 is one of six DLX family members expressed during embryonic development [68] but has also been implicated in a number of cancers [69–72]. In NSCLC, DLX5 has been reported to be overexpressed at the mRNA and protein level, and correlated with tumor size and poor prognosis [72]. At the mechanistic level, the pro-tumorigenic functions of DLX5 have been shown to involve positive regulation of the *MYC* promoter in human lung cancer cells [70] as well as the *IRS2* promoter, an IGFIR adapter protein, in ovarian cancer cell lines [69]. Whether DLX5 or its downstream targets are required for lung tumor initiation and maintenance in vivo is unknown but our data suggests the SPC-IG1R model may be useful to test this hypothesis.

Deregulated miRNA expression regulates a variety of biological processes related to cancer pathogenesis [52]. Integration of miRNA-mRNA data from IGFIR-driven tumors revealed regulation of pathways including ErbB signaling. In human lung ADC, miRNAs have also been shown to regulate the EGFR pathway and may have potential as biomarkers for predicting anti-EGFR therapeutic response[73]. In a cross-species analysis, we identified miRNAs commonly deregulated in lung ADC including the well-studied oncomiR *miR-21-5p*. Elevated *miR-21* is a defining feature of multiple cancers including lung ADC and is observed more frequently in patients with EGFR mutant disease [73]. The pro-tumorigenic properties of *miR-21* have been linked with suppression of negative regulators of Ras signaling including *Spry1* and *Spry2* [74]. Here, we identified the validated *miR-21* targets *Reck*, *Timp3* and *Tgfbr3* were deregulated in IGFIR-driven tumors which was also conserved in human lung ADC. While *miR-21* and *miR-31* have been shown to play a direct role in regulating Kras-driven lung tumorigenesis in vivo[74,75], whether they play a similar role in lung cancer driven by other oncogenic drivers, including IGFIR, remains unknown. Given that few miRNAs have been directly validated in lung cancer initiation and progression in vivo, the results of this study provide a framework to address the functional role of less well studied miRNAs in lung cancer.

A common theme of this study was the identification of a potential role for the ErbB pathway in IGFIR-driven tumors. EGFR and IGFIR are often co-expressed in patient samples [76] and up-regulation of IGFIR has been shown to mediate EGFR TKI resistance [77]. Pre-clinical studies also demonstrated greater anti-tumor activity with dual targeting of EGFR and IGFIR though clinical translation was not successful [78]. As the clinical failure of anti-IGFIR therapeutics is thought to be due in part to poor patient selection [79], the potential efficacy of combined targeting both pathways remains uncertain. Thus, the SPC-IGFIR model may provide a valuable platform to dissect co-operation between EGFR and IGFIR and also serve as a pre-clinical model to test therapeutic blockade of these signaling pathways.

In summary, we have presented a detailed overview and inter- and cross-species comparative mRNA and miRNA gene expression analysis of IGFIR-driven lung cancer. The comprehensive molecular profiling presented in this study will facilitate future investigations into multiple aspects of tumor initiation and progression and hopefully provide insight towards the identification of rationale therapeutic targets for lung cancer.

## Supporting information

S1 Fig Pathway analysis of IGFIR-driven tumors reveals similarities with mouse and human non-small cell lung cancer. **(A)** GSEA of SPC-IGFIR tumors versus normal lung tissue with enrichment map for visualization. Nodes (circles) in red represent pathways enriched in IGFIR tumors while nodes in blue represent pathways enriched in normal lung tissue. Node size reflects the number of genes in each pathway.
(TIF) Click here for additional data file.

S2 Fig Areg and Ereg mRNA expression in tumor cell populations in SPC-IGFIR mice. **(A)** Diagram illustrating magnetic cell sorting strategy to isolate IGFIR^+^ tumor cells and lineage-negative (Lin^-^, mixed stromal) populations from SPC-IGIR mice. **(B)** Dot plots of *Igf1r*, *Ereg* and *Areg* mRNA expression detected by qPCR in magnetically sorted tumor (IGFIR^+^) and non-epithelial lineage cells from SPC-IGFIR mice (bottom, n = 3 for each group). *Igf1r*, p = 0.034; *Ereg*, p = 0.0928; *Areg*, p = 0.005 by 2-tailed paired t-test.
(TIF) Click here for additional data file.

S3 Fig Comparative functional enrichment analysis of SPC-IGF1R and human ADC. The overlap of differentially expressed genes in human ADC and orthologous genes in the SPC-IGFIR model was calculated followed by gene ontology (GO) and KEGG enrichment analysis using DAVID. Significant terms (padj < 0.05) enriched in genes with coordinated expression (shared) as well as those differentially expressed and unique to each species are plotted.
(TIF) Click here for additional data file.

S4 Fig Comparative analysis of oncogene and tumor suppressor gene expression in IGF1R and EGFR-driven mouse lung tumors. Heatmaps of log2 fold changes of oncogenes **(A)** and tumor suppressor genes **(B)** in tumors from SPC-IGFIR and C/L858R mice compared to normal lung tissue. All genes depicted were first identified as having significant coordinated mRNA expression in SPC-IGFIR mice and human lung ADC from the TCGA dataset. Genes differentially expressed only in SPC-IGFIR mice or in both mouse models are indicated and sorted by log2 fold change.
(TIF) Click here for additional data file.

S5 Fig miRNA regulation of the ErbB pathway in IGF1R-driven tumors. **(A)** Differentially expressed miRNAs and mRNAs were integrated using the multiMiR database followed by functional enrichment of target miRNAs with DAVID. Enriched biological processes of predicted and validated miRNA target genes are shown. **(B)** Network visualization of miRNA-mRNA interactions involved in ErbB signaling.
(TIF) Click here for additional data file.

S6 Fig Comparative analysis of miRNA expression between Kras and IGF1R-driven lung adenocarcinoma. **(A)** Scatter plot of log2 fold changes of miRNAs differentially expressed in Kras^G12D^-driven lung cancer with corresponding miRNAs in IGFIR-driven tumors. **(B)** Venn diagram and **(C)** scatter plot of differentially expressed miRNAs in tumor and normal tissue from SPC-IGFIR and Kras^G12D^ mouse lung tumor models. miRNAs altered in the same direction in both models are highlighted in red (upregulated) and blue (downregulated). **(D)** Bar plot depicting chromosomal location of altered miRNAs in tumors from SPC-IGFIR (top) and Kras^G12D^ (bottom) mice.
(TIF) Click here for additional data file.

S1 Table Differentially expressed genes between lung tumors from SPC-IGFIR mice and non-transgenic normal lung tissue. (XLSX) Click here for additional data file.

S2 Table Differentially expressed genes shared across species between tumor and normal lung tissue from SPC-IGFIR mice and human lung adenocarcinoma. (XLSX) Click here for additional data file.

S3 Table Differentially expressed miRNAs between lung tumors from SPC-IGFIR mice and non-transgenic normal lung tissue. (XLSX) Click here for additional data file.

S4 Table Target genes of altered miRNAs also exhibiting differential expression between lung tumors from SPC-IGFIR mice and non-transgenic normal lung tissue. (XLSX) Click here for additional data file.

S5 Table Differentially expressed miRNAs between human lung adenocarcinoma and adjacent normal tissue from the TCGA dataset. (XLSX) Click here for additional data file.

S6 Table Target genes of altered miRNAs also exhibiting differential expression between human lung adenocarcinoma and normal lung tissue from the TCGA dataset. (XLSX) Click here for additional data file.

How the deposited data were processed for this re-analysis (not part of the article)

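RNA-Seq and small RNA sequencing compared tumors of 4 SPC-IGFIR mice with the lungs of 4 non-transgenic mice, 16 libraries in all, each mapped to its mouse by the label of its column. The authors deposited unnormalized read counts, whole numbers per Ensembl gene from FeatureCounts and per mature miRNA and precursor from miRDeep, and these counts are the starting point of every value given. The reads themselves, the alignment to the hybrid mouse and human genome, the quantitative PCR, the other mouse models and the human tumors were not analysed here, apart from the human log2 fold changes that the paper lists in its S5 Table. The sample labels name no batch, and the tumors and normal lungs came from different mice, so no batch term and no pairing entered the models.

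Main results come from edgeR 4.0.16 in R 4.3.3, with filterByExpr at a minimum count of 10, TMM normalization, a quasi-likelihood fit with group as the only term, and Benjamini-Hochberg adjustment. Thresholds were an adjusted p under 0.01 for mRNA and 0.05 for miRNA, each with an absolute log2 fold change of at least 1. CPM used TMM-adjusted library sizes. Sets of genes were tested with camera in limma 3.58.1 on log2 CPM with a prior count of 2 and a preset inter-gene correlation of 0.01, at an adjusted p under 0.05. Distances between libraries used log2 normalized counts with a pseudocount of 1. Exact permutation tests covered the 35 splits of the 8 mice into 4 and 4. Other computations used Python 3.11.15, numpy 2.4.6, scipy 1.17.1, pandas 2.3.3 and matplotlib 3.10.9.

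The thresholds, the tests, the lists of genes, the alternatives and the rule for naming genes were set before the data were examined, except where the text says that a choice came after. Alternatives were DESeq2 1.42.0 with and without a normal prior on log2 fold changes, DESeq2 size factors, library size alone or upper quartile normalization in edgeR, no filter on low counts, a mean of at least 10 counts, other thresholds, a test against a 2-fold change, each mouse left out in turn, and for miRNAs the sum of all entries of a mature miRNA and normalization without the 5 most abundant miRNAs. For the sets the alternatives were fry and camera with an estimated correlation, and for the distances other normalizations, the 500 most variable genes, Spearman's correlation and a pseudocount of 10. A further 5 filters for miRNAs, a grid of 36 combinations of settings, and restrictions to miRNAs with higher mean counts were chosen after the values had been seen.

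The genes and miRNAs named are those the paper names in its text or in Fig 1C, 1F, 2C, 4A, 4C, 5C and 5D, the 5 with the smallest p in each direction, the sex-linked and Dlk1-Dio3 genes, miRNAs of 6 short lists (erythroid, endothelial, smooth muscle, muscle, lymphoid and epithelial), and within each of 7 gene sets and 15 lists of cell type markers the members with the largest and smallest log2 fold change. Any other gene that is named was chosen after its values were seen. The lists of markers cover AT2, AT1, club, ciliated, endothelial, smooth muscle, heart muscle, fibroblast, mesothelial, B, T, NK, alveolar macrophage, neutrophil and erythroid cells. The S1, S3 and S5 Tables were read in part (1999 genes, 115 miRNAs and 109 miRNAs), while the S2 Table was read whole. No test of overlap or enrichment was run on the tables read in part. Their rows were only compared with the values here, and a name outside these parts may still be in the full tables. Results for a few genes covered by this rule are not reported here.

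Tools were tested on simulated data with 4 libraries against 4 and 200 changed genes. Among 15750 simulated genes, edgeR recovered 85.5% of the changed genes with 1 unchanged gene called, DESeq2 96.0% with 18 and DESeq2 with a prior 89.5% with 9. Among 681 simulated miRNAs the shares were 97.0%, 95.5% and 95.5%, with 7, 7 and 6 unchanged miRNAs called. All simulated changes were larger than the minimum change, had a random direction and spared the genes with the lowest levels. For mRNA, far more genes passed in the real data, most of them lower. These shares therefore show that the tools work on such data and do not give error rates for the real data. The floor of 3 counts, used for bounds where a group had no more than that, covers counting error only. Mice of a group differed by far more than counting error, with a chi-square per gene of 63.1 to 209 for mRNA and 753 to 5168 for miRNA over 12 pairs of mice each.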

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

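No test in this part was chosen only after its result was seen. Within each group of 4 mice, the highest or lowest log2 CPM of the genes and miRNAs followed through the alternatives, and of a few other named ones too low to be tested, was compared with the rest by its gap to the nearest other mouse as a share of the range of the group. Groups with no mouse above 3 counts were left out, and the total, the share of the 10 most abundant genes and the number of detected genes of each library were treated alike. Genes named only in Fig 1C, 2C or 4C or only as the extremes of a list were not examined in this way, apart from miR-1199-5p. Of 260 groups, 11 held a mouse past the 95% limit for 4 values, where chance gives 13, so the number of such groups is what chance gives. IGFIR466 was the mouse in 4 of them, WT214 and WT255 in 2 each, IGFIR464, IGFIR538 and WT239 in 1 each, and IGFIR534 and WT217 in 0.

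In mRNA, the tumor IGFIR538 had the lowest Grb14, 477 CPM against 655 to 695 CPM (gap 0.841 of the range), still above every normal lung. The normal lung WT214 had the highest Trp63, 55 counts against 8 to 12 (0.901), and WT239 held all 6 counts of Krt5 in normal lungs (0.971). The normal lung WT255 had the highest Sftpd, 667 CPM against at most 556 CPM (0.848). The tumor IGFIR466 had the lowest Tns4, 4.26 CPM against 4.51 to 4.55 CPM (0.907), a small difference that stands out only because the other tumors lay so close together. The tumor IGFIR464 had the highest Nostrin, 9.44 CPM against 7.17 to 7.49 CPM (0.845), although its counts, 245 against 262 to 284, were the lowest. Its library total and TMM factor were the smallest among tumors, so the higher level of Nostrin appears only after scaling. Whether the scaling is its cause was not tested. Krt5 and Trp63 rest on few reads. No biological explanation was tested for these single mice, since the design gives no condition within a group.

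Among miRNAs, the tumor IGFIR466 had 268762 counts of miR-141-3p against 922417 to 978379 (gap 0.868 of the range), 224405 of miR-125b-5p against 92687 to 122208 (0.839) and 58 of miR-449c-5p against at least 331 (0.890). The library of IGFIR466 was the smallest among tumors, at 31820884 counts, and had the largest TMM factor, 1.31, but a single factor cannot lower miR-141-3p and raise miR-125b-5p. The normal lung WT214 had the lowest miR-874-3p, 7.17 CPM against 10.9 to 11.4 CPM (0.904), and WT255 had the lowest miR-376b-5p, 38 counts against 81 to 111 (0.839). No call depends on IGFIR466 for miR-141-3p, miR-125b-5p or miR-449c-5p, which passed both thresholds without it. What sets these mice apart was not tested.

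A signal that the paper does not discuss came from markers of alveolar macrophages, which were higher in tumors with a median log2 fold change of 1.38 while 13 of the other 14 lists of cell type markers fell. Of the 10 tested, 8 were higher, 5 of them past both thresholds, and 1 was lower past both, numbers that were the same when adjusted over the list alone. Ear1 rose most (2.28, past both thresholds in 5 of the 8 fits that each left out a mouse) and Krt79 fell most (-1.71, in 7 of the 8). The most abundant members were Chil3, at 382 ± 269 CPM (SD, n = 4) in tumors and 120.0 ± 72.2 CPM (SD, n = 4) in normal lungs, Ear2, at 47.7 ± 31.4 CPM (SD, n = 4) in normal lungs and higher in tumors by a log2 fold change of 2.16, and Itgax, at 165 ± 22.1 and 44.0 ± 17.2 CPM. All 10 were also expressed in normal lungs at 1 CPM or more, none is in another list and the paper names none. Camera gave an adjusted p of 0.029 and fry 0.035, but camera with an estimated correlation gave 0.41, and without WT214 the adjusted p was 0.053 with a median of 1.46. Medians over the fits that each left out a mouse ran from 1.08 to 1.56, and scaling by library size alone gave 1.52. A larger share of epithelial tumor cells as the only change would have lowered the markers of every other cell type, which the median of 1.38 argues against, as far as the call holds. More macrophages in the tumors, or a change in the macrophages themselves, may lie behind the pattern, and neither was tested.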

How the results depend on the processing

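No test in this part was chosen only after its result was seen, apart from the filters on miRNA counts that are named as such. No paired analysis was possible because the tumors and the normal lungs came from different mice. The real split of the 8 mice was compared with the other splits into 4 and 4. For mRNA it gave 4277 genes past both thresholds against at most 3 in any other split (the one that puts together IGFIR464, IGFIR534, WT217 and WT255, the mice with Xist counts), so 1 of the 35 splits gave as many. For miRNA it gave 230 against 0, again 1 of 35.

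Counts of mRNA genes stayed within 1.5 times 1385 and 2892 under DESeq2 with and without a prior, the 3 other scalings, both other filters and an adjusted p under 0.05. Leaving out each mouse in turn gave 1216 to 1557 higher and 2535 to 2954 lower genes. DESeq2 called 4714 genes, of which 4225 were shared with edgeR's 4277. Dropping the minimum fold change raised the higher genes to 2180, and the test against a 2-fold change left 564 higher and 1743 lower genes, since these thresholds admit more or fewer genes by construction. Lower genes made up 67.6% of the calls and 59.8% to 75.6% under the alternatives.

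Counts of miRNAs depended more on the settings. Scaling by library size alone gave 204 higher and 69 lower miRNAs, for which the cause was not tested beyond the shift of the median of all miRNAs that comes with it. The test against a 2-fold change left 58 higher and 58 lower by its construction. Filters chosen after the values had been seen gave 74 higher and 67 lower with at least 20 counts in every mouse, 67 and 55 with at least 1 CPM in every mouse, and 54 and 68 with that filter and upper quartile normalization. These filters test fewer miRNAs. Leaving out each mouse in turn gave 112 to 129 higher and 91 to 133 lower miRNAs. The number on chromosome 12, 4, became 14 with library size alone, 7 with upper quartile normalization and 0 with 1 CPM in every mouse and upper quartile normalization (32 tested, 8 with an unadjusted p under 0.05), while the other filters chosen after the values had been seen left 3 to 5, and the cause was not tested. It ran from 2 to 9 across the fits that each left out a mouse, with 2 without WT217 or WT239 and 9 without IGFIR464.

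Of the gene sets, 6 of 7 passed with the preset correlation and under fry, and of the lists of markers 15 of 15. Fry does not ask whether a list changed more than other genes, so it is no second test of that question. With the correlation estimated from the 8 libraries, 0 sets and 0 lists of markers passed, and 1 of each had an unadjusted p under 0.05. The cause was not tested. The 6 sets kept their side of the threshold whichever mouse was left out. The number of lists of markers past it ran from 13 to 15, where club cell markers were lost without WT217, WT239 or WT255 (adjusted p up to 0.061), B cell markers without IGFIR464, WT239 or WT255 (up to 0.067) and alveolar macrophage markers without WT214 (0.053).

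Separation of the groups by distance had its smallest exact p under every setting, with ratios of 1.70 to 2.96 for mRNA and 1.44 to 2.07 for miRNA. The number of S2 Table genes past both thresholds stayed within 1.5 times 900, up to 976 with DESeq2, and ran from 826 to 895 with a mouse left out. The correlation with human adenocarcinoma ran from 0.339 to 0.413 over the fits that each left out a mouse.

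Of 66 single genes followed through the alternatives, 55 kept their direction and their side of the thresholds throughout. Among the other 11 were Muc5ac, Aurka, Shc4, Dmd, Spry2, Sftpc, Meg3, Xist, Ddx3y and Kdm5d, with 7 values weaker, 26 stronger and 9 reversed among 990. The reversed ones were sex-linked genes counted in some mice of each group and nearly absent from the others (Xist in 2 tumors and 2 normal lungs, Ddx3y in the other 4 mice), so that leaving out a mouse unbalances them by construction. Xist was at -0.55 without IGFIR534 and -0.02 without WT239, with -0.55 to 1.09 over all fits. Ddx3y was at -0.57 without IGFIR466, -0.40 without IGFIR538, -0.33 without WT217 and -0.32 without WT255, with -0.57 to 1.18 over all fits. Kdm5d was at -2.32 without IGFIR538 and at -0.22 without WT217 or without WT255, with -2.32 to 0.89 over all fits. Of 56 miRNAs, which leave out 7 of Fig 4C followed only through the fits that each left out a mouse, 45 kept direction and side. The other 11 were miR-92a-3p, miR-874-3p, miR-125b-5p, miR-192-5p, miR-144-3p, miR-499-5p, miR-208b-3p, miR-342-5p, miR-376b-5p, miR-666-5p and miR-1199-5p, with 20 values weaker, 14 stronger and 2 reversed among 952. The reversed ones belong to miR-192-5p, near 0 in all fits, at -0.06 (-0.0564) without IGFIR464 and -0.005 without IGFIR538, with -0.06 to 0.13 over all fits. The cause was not tested.

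Depth limits the genes with a group at or under 3 counts, for which only bounds are given. It also keeps Krt5, Dlx5, Erbb4, miR-184-5p, miR-196a-5p and miR-429-5p from being tested.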

Differences from the paper's values

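The paper reports 55 miRNAs as higher in tumors, and 124 were found here. Of the alternatives set before the data were examined, only the test against a 2-fold change, with 58, came within 1.5 times the paper's 55. DESeq2 with a prior on log2 fold changes, the default of the version the paper used, gave 115, and none of the other tests, scalings, filters and thresholds or of the fits that each left out a mouse closed the gap. The paper reports 66 miRNAs as lower, and 106 were found here. For these, library size alone (69), an adjusted p under 0.01 (80) and the test against a 2-fold change (58) came within 1.5 times the paper's 66, as did the fits without IGFIR534 (95), IGFIR538 (96), WT217 (91), WT239 (94) and WT255 (96). The other alternatives set before the data were examined did not.

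Settings chosen after seeing the values came within 1.5 times both of the paper's counts. With at least 20 counts in every mouse there were 74 higher and 67 lower miRNAs, with at least 1 CPM in every mouse 67 and 55, and with that filter and upper quartile normalization 54 and 68. In a grid of 36 combinations of filter, normalization and test, also chosen after seeing the values, the higher miRNAs ran from 54 to 323 and the lower from 55 to 299, and 10 combinations were within 1.5 times both counts, the nearest at 55 and 69 with edgeR's exact test, 1 CPM in every mouse and upper quartile normalization. Restricting the calls afterwards to miRNAs with a mean of at least 100 counts gave 69 higher and 62 lower, and at least 200 counts gave 55 and 48. All 115 miRNAs in the part of the S3 Table read here changed in the paper's direction. The 6 that fell short here were miR-874-5p (-0.91), miR-5129-3p (-0.91), miR-574-3p (-0.93), miR-20a-5p (-0.95), miR-30a-3p (-0.97) and miR-23a-3p (-0.94), given with their log2 fold changes here and named after their values were seen.

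The other counts compared were within 1.5 times the paper's, the limit used for counts. Its 4991 differentially expressed genes stand against 4277 here (4714 with DESeq2, 4676 with DESeq2 and a prior), and its 1022 genes of the S2 Table against 900 (976 and 975). Its share of lower genes, about 67% in Fig 1D, read by eye, stands against 67.6%, and its rho of 0.36 against 0.37. For the 51 log2 fold changes of genes and 42 of miRNAs read from its tables the error was the spread between mice. Both sides come from the same samples, so that none was beyond it does not exclude a difference in processing. Compared directly, the log2 fold changes of the 115 miRNAs exceeded the S3 Table's by 0.115 on average with an SD of only 0.0162, a nearly uniform shift, and those of 1935 genes differed from the S1 Table's by -0.012 (SD 0.18).

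The paper states that no altered miRNA lies on chromosome 12, and 4 of the 72 tested there passed both thresholds here. None did with at least 1 CPM in every mouse and upper quartile normalization, a setting chosen after seeing the values, under which 8 of 32 had an unadjusted p under 0.05. The other filters chosen then left 3 with 1 CPM in every mouse, 4 with at least 20 counts in every mouse, 5 with at least 10 counts in every mouse and 5 with 1 CPM in 4 mice. The part of the S3 Table read here holds 0 miRNAs of that chromosome.

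The paper states that the tumors do not have high levels of the murine Igf1r gene after alignment to both genomes. In the deposited counts, from alignment to the mouse genome alone, Igf1r was higher in tumors with a log2 fold change of 3.75. The paper's own S1 Table gives the same (the paper's 3.75). The alignments differ in their reference, so these values are not in conflict. The paper places chemotaxis among the repressed pathways, and the short list tested here did not pass the threshold (camera, adjusted p = 0.35). It names Rspo4, Myl3 and Reg3g among the genes lower with most significance, and by p Myl3 was at position 1329 and Reg3g at position 1207 among the lower genes here, with Rspo4 at position 50. By the size of the fitted log2 fold change they were at positions 4, 2 and 3. It states that Ereg and Areg were the most highly expressed of the genes shared by both models in Fig 2C. Here they were at positions 10 and 17 by log2 fold change, among all higher genes rather than the shared ones. Rims2 lay above both within Fig 2C, at 8.20 (standard error 0.76) against 8.09 (standard error 0.68) for Ereg, a gap within these errors. The C/L858R tumors were not analysed, so these positions do not test the paper's statement.

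Aurka, which the paper lists as higher in tumors, fell short here with an adjusted p of 0.025, and passed with DESeq2 with or without a prior (0.0064 and 0.0063). Sftpc is listed in the S1 Table as lower (the paper's -1.27), fell short here (-1.37, adjusted p = 0.036) and passed with DESeq2 with or without a prior (0.0053 in both) and without IGFIR464 (-1.93, adjusted p = 0.0031). Spry2 is listed there as higher (the paper's 1.02), had 0.97 here and passed with DESeq2 with or without a prior, with DESeq2 size factors in edgeR, with library size alone (1.10), without a filter on low counts (1.08), and without IGFIR464, WT214 or WT217. For Muc5ac, which the paper has as lower or unchanged, the same question of threshold arises, since it passed as lower with DESeq2 with or without a prior and in edgeR without WT214.

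The paper's text pairs miR-1195-5p with Met, while its Fig 4C and S3 Table list miR-1199-5p. In the counts, miR-1195 had 7 to 18 counts in tumors and 3 to 6 in normal lungs and was not tested, and miR-1199-5p had a log2 fold change of -1.31. The text gives miR-184-5p as higher in tumors, and it had 0 to 5 counts there and 0 in normal lungs, where miR-184-3p had a log2 fold change of 5.72. A label of Fig 5C reads miR-429-5p, which had 0 to 3 counts in tumors and 0 in normal lungs, where miR-429-3p had 2.11.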

Other observations

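The tests on Igf1r and on miRNAs of chromosome 12 matched for their counts were chosen only after the results were seen. The other tests in this part were set before. The excess of lower over higher mRNA genes, 67.6% of the calls, was held against technical explanations. Under the scaling with the smallest share, library size alone, 61.6% were lower. With every library thinned to the smallest total, 23092932, 67.5% were lower (1336 higher and 2780 lower of 15312 genes tested), which argues against depth. By gene length, in 5 groups of equal size that hold 97.1% of the tested genes, the share fell from 78.0% in the shortest genes to a lowest value of 62.4%, and by GC content of the transcripts it rose from a lowest value of 60.1% to 76.3%. Lower genes were thus the majority in every group, although the share varied with length and GC content. Whether the excess comes from the tumor cells or from the mixture of cells cannot be read from these tests.

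Lists of cell type markers show how the mixture of cells may enter the comparison, a hypothesis held against the alveolar macrophage markers with their median of 1.38. Apart from these, the AT2 list rose, with a median log2 fold change of 1.63 (camera, adjusted p = 3.8e-05) and 9 of 12 genes past both thresholds, from -1.37 in Sftpc to 2.74 in Lamp3. The 13 other lists fell. Medians, adjusted p from camera and numbers past both thresholds were -2.27, 0.0015 and 6 of 8 for AT1 cells (-3.76 in Spock2 to 0.45 in Aqp5), -4.21, 0.043 and 3 of 6 for club cells (Reg3g at its bound to 0.39 in Cyp2f2), -3.69, 6.7e-05 and 11 of 11 for ciliated cells (-4.95 in Foxj1 to -1.37 in Sec14l3), and -1.92, 0.016 and 5 of 10 for fibroblasts (-5.24 in Inmt to 0.22 in Col1a1). For mesothelium they were -3.55, 0.019 and 3 of 4 (-4.04 in Upk3b to -1.56 in Wt1), for B cells -2.96, 0.043 and 3 of 5, for T cells -1.18, 0.019 and 3 of 7 (-2.29 in Cd8a to -0.35 in Cd4), for NK cells -4.16, 0.0030 and 4 of 4 (-5.24 in Gzma to -1.78 in Klrb1c), and for neutrophils -2.14, 0.019 and 4 of 5 (-3.83 in S100a8 to -0.73 in Retnlg). The numbers past both thresholds were the same when adjusted over the list alone, except 4 for T cells. Of the AT2 list the paper names 5 genes, of the club list 2, of the fibroblast list 2 and of the neutrophil list 1, and another list holds 1 of the neutrophil list. All tested members of these lists reached 1 CPM in normal lungs. Fewer cells of these types in the tumors, or lower expression in them, would both lower a list, and the counts do not separate these possibilities.

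Erythroid miRNAs were lower in tumors, with a median log2 fold change of -2.61 and 3 of 4 past both thresholds (4 when adjusted over the list alone), from -2.87 in miR-451a to -2.01 in miR-144-3p, which passed only with DESeq2, without a filter or without IGFIR464 (-3.31). Less blood in the tumor samples is a candidate explanation, and erythroid mRNAs, which a different explanation would not have to lower, had a median of -3.84 (camera, adjusted p = 0.0030, 5 of 6 past both thresholds by either adjustment), from -4.26 in Hbb-bs to -2.24 in Slc4a1. The most abundant was Hbb-bs, at 4157 ± 1543 CPM (SD, n = 4) in normal lungs. All 6 tested reached 1 CPM in normal lungs, and none is in another list or named by the paper, which does name 2 of the 4 miRNAs.

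Smooth muscle miRNAs, miR-143 and miR-145a, had a median of -2.09, with 4 of 4 past both thresholds by either adjustment. Less smooth muscle in the tumor samples may account for it, and smooth muscle mRNAs had a median of -2.54 (camera, adjusted p = 8.1e-06, 9 of 9 past both thresholds by either adjustment), from -5.09 in Cnn1 to -1.68 in Smtn. Acta2, the most abundant, was at 77.7 ± 17.4 CPM (SD, n = 4) in tumors and 452 ± 109 CPM (SD, n = 4) in normal lungs. Another list holds 3 of the 9, and all 9 reached 1 CPM in normal lungs. For miR-126a, with both arms past both thresholds by either adjustment and a median of -2.20, less endothelium is a candidate explanation, and endothelial mRNAs had a median of -2.79 (camera, adjusted p = 8.1e-06, 10 of 12 past both thresholds by either adjustment), from -4.80 in Cldn5 to -0.70 in Esam. Egfl7 was the most abundant, at 88.4 ± 31.7 CPM (SD, n = 4) in tumors and 1851 ± 1568 CPM (SD, n = 4) in normal lungs, and its gene is the host of miR-126a. All 12 reached 1 CPM in normal lungs and another list holds 1. The paper names 2 of the 4 smooth muscle miRNAs and both arms of miR-126a. A lower level per cell in the tumors stays open for both.

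Markers of heart muscle were lower in tumors, with a median of -5.73, or -5.02 with genes at the floor at their bound (camera, adjusted p = 2.6e-04, 9 of 10 past both thresholds and 10 when adjusted over the list alone), and Ryr2 was the least changed at -2.83. Actc1, the most abundant, was at 3.38 ± 2.25 CPM (SD, n = 4) in tumors and 328 ± 193 CPM (SD, n = 4) in normal lungs. Another list holds 8 of the 11 genes, the paper names 4, and all 10 tested reached 1 CPM in normal lungs. Heart tissue carried into some normal lung samples is a possible explanation, since the summed level of the markers differed 9.94-fold between WT214 (268 CPM) and WT239 (2668 CPM), and the limit set for it was more than 10-fold. By that limit the value falls against carried-over heart tissue, but so narrowly, and on single samples, that it was left undecided after the value was seen. Heart tissue and the muscle of the lung's own vessels cannot be told apart by this test. Every normal lung was above every tumor (19.2 to 54.4 CPM). Muscle miRNAs had a median of -4.47, with 3 of 5 lower past both thresholds and 4 when adjusted over the list alone, while miR-208b-3p was at 0.99. Among normal lungs, miR-208a-3p was lowest in WT214 (0.415 CPM) and highest in WT239 (21.7 CPM). The same held for miR-133a-3p (254 and 2059 CPM), while miR-208b-3p was highest in WT217 (156 CPM). These too are single samples, and the question stays undecided.

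The paper states that no altered miRNA lies on chromosome 12. Too few reads as an explanation predicts that fewer than 50% of its miRNAs with a read pass the filter on low counts, but 55.0% did, and the median of their mean counts, 57.2, was 5.08-fold below the 291 of the other miRNAs, under the 10-fold set for it. Lower counts could also make calls rarer there, but among miRNAs of other chromosomes matched for mean count, 5 to each, 41.4% passed both thresholds against 5.56% on chromosome 12, which argues against low counts as the whole explanation. A biological difference stays open as a hypothesis. Of the genes of the Dlk1-Dio3 locus, Dlk1 was at least 18.0-fold higher, and Meg3 had a log2 fold change of -1.53 (adjusted p = 0.016), which passed with DESeq2 (adjusted p = 0.0023) and without IGFIR534 (-2.05, adjusted p = 0.0027), with an adjusted p of 0.0023 to 0.040 over the alternatives. When adjusted over the list alone, 1 was higher and 1 lower. Dio3 had 8 to 90 counts in tumors and 0 to 9 in normal lungs and Rtl1 0 to 1 in both groups, and neither was tested. Rian and Mirg were not analysed here.

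Igf1r was higher in every tumor in the deposited counts, with a log2 fold change of 3.75. Reads of the human transgene counted on the mouse gene are a candidate explanation. The transgene is present in every tumor and in no normal lung, so the counts change with the group under either explanation. Counts per gene alone cannot tell reads of the transgene from reads of the mouse gene. The paper's alignment to both genomes, not used here, reports high levels of the human transgene and not of the mouse gene. That result goes with the candidate explanation.

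The paper discusses Spry1 and Spry2 as regulators of signaling. Spry1 was unchanged within error, with a log2 fold change of -0.13 (standard error 0.21, adjusted p = 0.63 from edgeR's quasi-likelihood test), and Spry2 was at 0.97 (standard error 0.12, adjusted p = 1.6e-04), close to the minimum change. Lymphoid miRNAs, both arms of miR-150, had a median of -1.75 with 2 of 2 past both thresholds, and the 5 epithelial miRNAs of the miR-200 family a median of 1.88 with 5 of 5, by either adjustment. Of the 53 genes the paper names in its text, 50 were tested, with 23 higher and 21 lower past both thresholds (22 lower when adjusted over the list alone). Of its 27 tested miRNAs, 18 were higher and 8 lower by either adjustment. The study chose these names on the same samples.

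Counts of sex-linked genes differed between single mice. Xist had 6931 counts in IGFIR464, 15123 in IGFIR534, 9841 in WT217 and 5942 in WT255, and 0 to 4 in the other 4 mice. Ddx3y had 1927 counts in IGFIR466, 1612 in IGFIR538, 1771 in WT214 and 685 in WT239, and 0 to 1 in the others. Kdm5d had 149 counts in IGFIR466 and 957 in IGFIR538. Of the 5 sex-linked genes tested, 0 passed the thresholds, 0 had an adjusted p under 0.01 and 0 passed when adjusted over the list alone. In miRNA, distances between the groups were 1.47 times those within them (exact permutation test, 1-sided, p = 0.029), with means of 52.0 between groups, 36.7 between tumors and 33.9 between normal lungs.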
